# Actin dysregulation induces neuroendocrine plasticity and immune evasion: a vulnerability of small cell lung cancer

**DOI:** 10.1038/s41467-025-67078-9

**Published:** 2025-12-06

**Authors:** Yoojeong Seo, Shengzhe Zhang, Jinho Jang, Kyung-Pil Ko, Kee-Beom Kim, Yuanjian Huang, Dong-Wook Kim, Bongjun Kim, Gengyi Zou, Jie Zhang, Sohee Jun, Wonhong Chu, Nicole A. Kirk, Ye Eun Hwang, Young Ho Ban, Shilpa S. Dhar, Joseph M. Chan, Min Gyu Lee, Charles M. Rudin, Kwon-Sik Park, Jae-Il Park

**Keywords:** Small-cell lung cancer, Immunosurveillance

## Abstract

Small cell lung cancer (SCLC) is an aggressive malignancy with limited therapeutic options. Capping protein inhibiting regulator of actin dynamics (*CRACD*) that promotes actin polymerization, is frequently inactivated in SCLC. However, the role of CRACD loss in SCLC is unknown. Here we show that *CRACD* depletion drives neuroendocrine (NE) cell plasticity and immune evasion in SCLC. Mechanistically, CRACD inactivation disrupts actin organization, leading to suppression of Yap1-NOTCH signaling and subsequent NE gene upregulation. Simultaneously, CRACD loss drives EZH2-mediated histone methylation via nuclear actin disruption, leading to repression of MHC-I genes and depletion of CD8⁺ T cells. Consequently, CRACD-downregulated tumors exhibit increased cellular heterogeneity and escape from immune surveillance. Conversely, pharmacological inhibition of EZH2 restores MHC-I expression, reactivates antitumor immunity, and suppresses tumor growth. These findings identify CRACD as a tumor suppressor that constrains cell plasticity and immune evasion, highlighting the CRACD–EZH2–MHC-I axis as a potential therapeutic vulnerability in SCLC.

## Abstract (web summary)

Small cell lung cancer (SCLC) is aggressive with limited therapeutic options. Here, authors find that loss of CRACD induces neuroendocrine plasticity and immune evasion and suggest manipulating the CRACD-EZH2-MHC-I axis as a potential therapeutic strategy for SCLC.

## Introduction

SCLC accounts for 13% of all lung cancers and remains a particularly lethal disease, with a 5-year survival rate of 7%. It is estimated to cause ~30,000 patient deaths annually in the United States^1,2^. Major contributing factors to the high mortality rate of SCLC patients include the high prevalence of metastasis at the time of diagnosis, which limits therapeutic options, and nearly universal disease relapse associated with resistance to further therapies^3,4^.

Notably, immune checkpoint blockade (ICB) approaches designed to target tumors expressing neoantigens are effective in only ~13% of patients with SCLC - a small subset, given that the high mutation burden of SCLC tumors should be sufficient to trigger a robust immune response from cytotoxic T lymphocytes^5–7^. While it remains unclear what underlies the refractoriness of SCLC to ICB and how to stratify patient tumors by the degree of response to ICB, recent studies have explored emerging molecular subtypes of SCLC tumors, classified based on the actions of key lineage transcription factors (ASCL1, NEUROD1, and POU2F3) and inflammation^8–11^. However, the current classification system has not been robust enough to reliably predict immunotherapy response. Therefore, unveiling how SCLC cells evade immune surveillance and become resistant to immunotherapy is imperative to improve the durability of ICB in responding patients and to inform strategies to increase the fraction of patients benefiting from ICB.

Cell plasticity is defined as a change in cell fate, identity, or phenotype^12^. Tumor cell plasticity is implicated in tumor cell heterogeneity, therapy resistance, and metastasis^12–15^. NE cell plasticity has been observed in several cancers, including pancreatic, prostate, and lung cancers. Nonetheless, the underlying mechanisms of NE plasticity and tumor heterogeneity of SCLC remain elusive.

NOTCH signaling inactivation has been recognized as a key driver of NE differentiation in SCLC, whereas its activation promotes transitions toward non-NE states, contributing to tumor heterogeneity^16^. NOTCH1 suppression is often mediated by DLL3, a direct ASCL1 target and an endogenous NOTCH inhibitor^17^. In parallel, MHC-I downregulation has emerged as a central mechanism of immune evasion in SCLC, often characterized by widespread epigenetic silencing of antigen presentation pathways^18^. LSD1 has been shown to suppress MHC-I expression, and its inhibition restores antigen presentation and anti-tumor immunity in SCLC models^19^.

We recently discovered a tumor suppressor gene called *CRACD*^20^. CRACD is ubiquitously expressed in epithelial cells and binds to and inhibits capping proteins (CAPZA and CAPZB), negative regulators of actin polymerization^20^. CRACD promotes actin polymerization, which is crucial for maintaining the cadherin-catenin-actin complex of epithelial cells. *CRACD* is recurrently mutated or transcriptionally downregulated in colorectal cancer cells, which results in a reduction of filamentous actin (F-actin) and disruption of the cadherin-catenin-actin complex^20^. These alterations by CRACD inactivation cause loss of epithelial cell integrity and decrease the cytoplasm-to-nucleus volume ratio; cells become ‘small’. A pathological consequence of these aberrant changes is evident in the intestines, where CRACD inactivation hyperactivates WNT signaling via β-catenin release from the cadherin-catenin-actin complex and accelerates intestinal tumorigenesis^20^.

*CRACD* is frequently inactivated in SCLC^21^, which led us to hypothesize that CRACD is a tumor suppressor of SCLC. Here, we show that loss of CRACD promotes actin polymerization, drives neuroendocrine plasticity and immune evasion in SCLC. CRACD inactivation leads to MHC-I silencing and T cell exclusion through EZH2-mediated epigenetic repression, defining a distinct molecular signature associated with SCLC immune escape.

## Results

### CRACD loss converts preneoplastic *Rb1*, *Trp53* KO cells into SCLC-like cells

*CRACD* is mutated in 11-16% of SCLC patient tumors and cell lines, ranking after *RB1* and *TP53* but more frequently than *RBL2*, *CREBBP*, and *EP300* among validated tumor suppressor genes (Supplementary Fig. S1a–d)^21–24^. Additionally, *CRACD* mRNA expression is downregulated in SCLC tumors compared to normal lung tissues (Supplementary Fig. S1e). Therefore, we hypothesized that CRACD loss-of-function (LOF) contributes to SCLC tumorigenesis. To test this, we determined whether *Cracd* knockout (KO) is sufficient to promote the transformation of preneoplastic precursor cells of SCLC (preSCs). The preSCs were derived from early-stage NE lesions developed in an *Rb1* and *Trp53* double KO (dKO) mouse model of SCLC. Upon an oncogenic event, such as *L-Myc* amplification or *Crebbp*/*Ep300* loss, preSCs progress to an invasive and fully malignant tumor^22,25,26^. Using CRISPR/Cas9-mediated gene editing as previously performed^20^, we targeted the exon 2 of *Cracd* in preSCs. *Cracd* KO preSCs readily transformed into aggregates and spheres, characteristic of SCLC cells in culture, and formed subcutaneous tumors in an allograft model significantly faster than *Cracd* wild-type (WT) preSCs (Supplementary Fig. S2a–e).

Since *Cracd* KO induces SCLC-like morphological changes in preSC cells (Supplementary Fig. S2b), we investigated whether CRACD depletion is sufficient to drive cell plasticity by single-cell RNA sequencing (scRNA-seq) of preSC allograft tumors derived from preSC cells (*Cracd* WT or KO) (Supplementary Fig. S2f, S2g–j. Compared to *Cracd* WT, *Cracd* KO preSC tumors exhibited marked differences in the cell cluster proportion (Supplementary Fig. S2k) with upregulation of NE markers (*ChgA*, *Neurod1*, *Syp*, and *Uchl1*) and Mki67, a cell proliferation marker (Supplementary Fig. S2l). Cell lineage trajectory analysis using RNA velocity (scVelo)^27^ and Dynamo^28^ indicates that the root cell clusters, i.e., cellular origins (cell clusters 2 and 6), were increased in *Cracd* KO preSC tumors compared to *Cracd* WT (Supplementary Fig. S2m, n, Supplementary Movie 1). preSC allograft tumors comprised highly proliferative (‘High prolif’) and relatively less proliferative (‘Low prolif’) cells. Compared to *Cracd* WT preSC tumors, *Cracd* KO tumors showed increased cell numbers in root cell clusters in both less (cluster 2) and highly (cluster 6) proliferative cells and decreased cell numbers in differentiation cell clusters (Supplementary Fig. S2o), indicating the cell plasticity in CRPR2 tumors. These results suggest that CRACD depletion is sufficient to drive the cell plasticity of preneoplastic SCLC cells into SCLC-like cells.

### CRACD depletion accelerates SCLC tumorigenesis in vivo

Using GEMMs, we determined the impact of CRACD LOF on SCLC tumorigenesis. We employed a GEMM in which *Rb1*^*fl/fl*^, *Trp53*^*fl/fl*^, and *Rbl2*^*fl/fl*^ alleles (RPR2) were conditionally deleted on the background of *Cracd* WT alleles or germline *Cracd* KO (*Cracd*, *Rb1*, *Trp53*, and *Rbl2* quadruple KO [CRPR2])^29,30^. CRPR2 mice showed marked increases in tumor burden and number (Fig. 1a-d) and mitotic index of SCLC tumors compared to those of RPR2 mice (Fig. 1e), indicating that *Cracd* KO accelerates SCLC tumor development in vivo. These results suggest that CRACD plays a tumor-suppressive role in SCLC tumorigenesis.

**Fig. 1:**
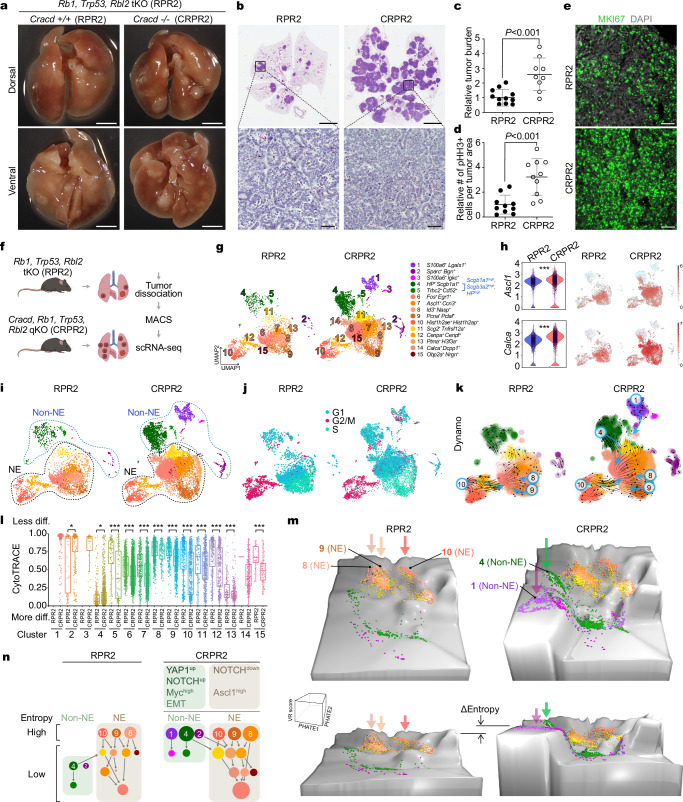
Transformation of preneoplastic SCLC cells into SCLC-like cells by CRACD depletion. **a–d** Analysis of autochthonous mouse models: RPR2 (*Rb1*, *Trp53*, *Rbl2* triple KO [tKO]) vs. CRPR2 (*Cracd*, *Rb1*, *Trp53*, *Rbl2* quadruple KO [qKO]). Representative images of whole lungs (RPR2 vs. CRPR2) (**a**) and hematoxylin and eosin–stained lung sections (**b**). Tumor burden (**c**) and proliferative cell quantification based on pHH3^+^ cells per tumor area (**d**) in RPR2 and CRPR2 mice. Each dot represents an independent biological sample (*n* = 8 mice per group). Scale bars: 5 mm (A and B [upper]), 40 μm (B [lower]). *P* values were calculated using two-sided Student’s *t*-test; error bars: SD. **e** Immunostaining of MKI67 in RPR2 and CRPR2 tumors. Scale bars: 40 μm. Representative images (*n* ≥ 3). **f** Workflow for scRNA-seq of RPR2 and CRPR2 tumors six months after Ad-CMV-Cre infection. **g** UMAPs of cell types within RPR2 and CRPR2 tumor cell subsets. **h** Violin (left) and feature (right) plots visualizing *Ascl1* and *Calca* expression between RPR2 and CRPR2 datasets. *P* values (***: <0.001) were calculated using two-sided Student’s *t*-test. **i** UMAP plots of tumor cells from RPR2 and CRPR2 tumors, colored by cluster identity. **j** UMAPs visualizing cell cycle status. **k** UMAPs for predicted cell fates and the most probable path of cell-state transitions, analyzed by using the Dynamo package. **l** Boxplots of the cell differentiation potential of each cell cluster based on the CytoTRACE score analysis; diff.: cell differentiation. Boxes show the median (center line) and interquartile range (25th–75th percentiles), whiskers extend to 1.5 × IQR, and points represent individual cells. *P* values (*P* < 0.05; **P < 0.001) were calculated using two-sided Student’s *t*-tests. **m** Waddington’s landscape-like visualization of cell plastic potential. PHATE maps were 3D rendered based on VR scores. Arrows indicate cellular origins with higher cell plastic potential. **n** Illustration of cell lineages of RPR2 and CRPR2 tumors. Representative images are shown (n ≥ 3). Source data are provided as a Source Data file.

### *Cracd* loss promotes SCLC cell plasticity

To investigate the mechanisms by which CRACD loss accelerates SCLC tumorigenesis, we performed scRNA-seq of SCLC tumors isolated from the lung tissues of RPR2 and CRPR2 mice (Fig. 1f). The two datasets (RPR2 and CRPR2) were integrated and annotated for each cell type (Supplementary Fig. S3a–c). Epithelial tumor cell clusters were selected by unsupervised sub-clustering (Supplementary Fig. S3c–h, and Supplementary Data 3). Cell clusters 2, 3-13, and 15 were present in both RPR2 and CRPR2 tumors, while clusters 1 and 14 were unique to CRPR2. Compared to RPR2, CRPR2 tumors exhibited increased cell numbers in clusters 4, 6, and 7, whereas cluster 8 was reduced (Fig. 1g, and Supplementary Fig. S3i). Both RPR2 and CRPR2 tumors consisted of NE (*Ascl1* and *Calca* positive) and non-NE (*Ascl1* and *Calca* negative) tumor cells (Fig. 1h). Clusters 6-10, 12, 13, and 15 (NE cells) displayed higher expression of NE markers than clusters 1, 3-5 (non-NE cells) (Fig. 1h). In CRPR2 tumors, NE genes (*Ascl1* and *Calca*) were upregulated compared to RPR2, mirroring the NE gene upregulation in *Cracd* KO lung adenocarcinoma (LUAD)^31^.

We conducted a comparative analysis of signaling pathways associated with SCLC tumorigenesis: NOTCH (*Hes1, Dll1, Jag1, Notch1/2/3*), MYC (*Myc, Mycl, Ndrg1*), WNT (*Ccnd1, Axin2, Wnt4, Wnt5a, Wnt7*), and EMT (*Zeb1/2*). NOTCH signaling was more active in non-NE cells of both RPR2 and CRPR2 tumors, while CRPR2’s non-NE cells displayed marked activation of YAP1 and NOTCH signaling. The MYC pathway was also activated in non-NE cells of CRPR2 tumors. WNT signaling showed higher scores in NE cells compared to non-NE cells, while non-canonical WNT ligands (Wnt5a and Wnt7) were upregulated in non-NE cells of CRPR2 tumors compared to RPR2. Similarly, EMT genes (*Zeb1* and *Zeb2*) were upregulated in the non-NE cells of CRPR2 tumors compared to RPR2 (Fig. 1i, and Supplementary Fig. S4). We also examined cell proliferation in each cell cluster, finding that NE clusters in both RPR2 and CRPR2 tumors were highly proliferative (S or G2/M phases), while non-NE cells in RPR2 were less proliferative (G1 phase). However, non-NE cells in CRPR2 displayed hyperproliferation (Fig. 1j), consistent with the accelerated proliferation of *Cracd* KO preSC cells (Supplementary Fig. S2a–c).

Given that *Cracd* KO induces preneoplastic cell plasticity (Supplementary Fig. S1) and accelerates SCLC tumorigenesis (Supplementary Fig. S2), we assessed its impact on tumor cell plasticity by analyzing cell lineage trajectories. While scVelo did not reveal significant differences between RPR2 and CRPR2 tumors (Supplementary Fig. S3j), the Dynamo algorithm that predicts cell fate transitions based on differential geometry suggests that CRPR2 tumors displayed more complex cell lineage patterns than RPR2 tumors. In both tumors, NE clusters 8-10 were root cells in both RPR2 and CRPR2 tumors, but CRPR2 also identified non-NE clusters 1 and 4 as new root cells (Fig. 1k, Supplementary Movie 1). Partition-based graph abstraction further confirmed that CRACD loss increased cell lineage diversity (Supplementary Fig. S3k). We also determined the effect of *Cracd* KO on cell differentiation using CytoTRACE, which infers relative cell state (differentiation vs. de-differentiation)^32^. CRPR2 tumors exhibited higher overall cell differentiation than RPR2 (Fig. 1l). Cell clusters 1, 3, and 14 could not be compared due to their absence in RPR2. Root cell clusters in CRPR2 showed high CytoTRACE scores, i.e., lower cell differentiation states (Fig. 1l).

Next, we assessed the cell plastic potential (CPP) based on single-cell entropy^33^. Using this, we generated Waddington’s landscape-like illustration by calculating valley-ridge (VR) scores, combining single-cell entropy with cell lineage trajectories on PHATE maps^34^ (Fig. 1m, and Supplementary Fig. S3l). In RPR2 tumors, cell clusters 8-10 (NE cells) were located at the apexes and gave rise to differentiated cell clusters (Fig. 1m, left panels), as identified by Dynamo analysis as root cell clusters (Fig. 1k). However, in CRPR2 tumors, in addition to clusters 8-10, newly emerged clusters 1 and 4 (non-NE cells) were positioned at the apexes and acted as root cells (Fig. 1m, right panels). It was also observed that the cell clusters at the apexes in CRPR2 tumors displayed higher CPP than those in RPR2 tumors (Fig. 1m, n, ‘ΔEntropy’). These findings suggest that CRACD LOF increases cell plastic potential and promotes cell plasticity.

### *Cracd* KO increases tumor cell heterogeneity with NOTCH signaling downregulation

Cell plasticity contributes to tumor cell heterogeneity^12,15^. Given the increased cell plasticity by *Cracd* KO (Fig. 1), we determined the impact of *Cracd* KO on SCLC tumor cell heterogeneity using spatial transcriptomics. 

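Xenium In Situ counts transcripts of a chosen panel of genes in place, by hybridizing probes to a tissue section and reading their codes by imaging. For each genotype, 1 section was analysed, RPR2 (*Rb1*, *Trp53* and *Rbl2* KO) and CRPR2 (the same KO with *Cracd* KO). The authors deposited the number of transcripts of each gene assigned to each segmented cell (by expansion of the nuclei), without normalization. The RPR2 section held 154818 cells with 16313950 gene transcripts (median, 100 per cell), and the CRPR2 section held 342845 cells with 37348565 (median, 101 per cell). Every gene of the panel was detected in both sections. The 20 negative control probes averaged 2.75 CPM of gene transcripts in RPR2 and 2.29 CPM in CRPR2. Cells with fewer than 20 transcripts were left out (1.23% in RPR2 and 0.652% in CRPR2), which left 152915 and 340609 cells. Cell positions were not used here, so tumors within a section were not told apart. Doublets and the mixing of transcripts between neighboring cells by segmentation were not called.

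With 1 section per genotype there are no replicates and no test was run. The paper states that the experiment was repeated on distinct tumor samples, and no repeat was analysed here. Intervals in parentheses are 95% intervals, exact binomial for shares and exact Poisson for transcript sums, and they cover counting error only. Ratios are log2 values of CRPR2 over RPR2.

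The cells of both sections were clustered together on log-scaled counts (30 principal components, 15 nearest neighbors, Leiden), leaving out 10 genes whose levels were to be compared, *Mki67*, *Top2a* and *Pclaf* among them. The resolution was the one whose number of clusters came nearest to 33, the paper's number, so that number is a setting and not a result. Of the 33 clusters, 7 were called NE-like from 13 neuroendocrine (NE) markers on the panel, 11 of which were raised in each. *Celf3*, *Snap25*, *Chgb*, *Scg5* and *Gria2* were among the genes that led these clusters, except for cluster 29, which was led by *Upk3a*, *Cldn4* and *Cldn2*. NE-like cells made up 10.6% (10.5 to 10.8) of the RPR2 section and 60.5% (60.3 to 60.7) of the CRPR2 section, a log2 ratio of 2.51 (2.48 to 2.53). Another 3 clusters (1.77% of RPR2 cells and 11.1% of CRPR2 cells) had as many NE markers raised and were not counted. Of these, cluster 7 was led by airway genes and fell outside the class by the rule fixed beforehand. Clusters 23 and 24 were kept out by a rule set after the clusters had been seen, since endothelial and myeloid genes led them over the mean of the other clusters, though NE markers were among their leading genes over the median. The NE-like clusters 6 and 29, which were kept, had no NE marker among their leading genes over that mean. The alternative that moved the NE-like share most counted cells with at least 2 transcripts of NE markers, which gave 19.6% and 71.0% (log2 ratio, 1.86). The median number of transcripts was 102 in RPR2 and 98 in CRPR2 for NE-like cells, and 103 and 106 for endothelial-like cells, a class that should lack NE transcripts.

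Among the KO genes, *Rb1* and *Trp53* are on the panel, and *Cracd* and *Rbl2* were not analysed here. *Rb1* had 10360 CPM in RPR2 NE-like cells and 11415 CPM in CRPR2 NE-like cells, against 3434 and 4016 CPM in the other cells. *Trp53* had 779 and 873 CPM in NE-like cells, against 1753 and 1980 CPM in the other cells. Both genes are targeted in both genotypes, and where the probes bind relative to the deleted exons was not analysed here, so these levels do not check the genotypes. The sections are named by their labels.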

We processed lung tumors (RPRP2 vs. CRPR2) for Xenium In Situ (Fig. 2a-c). To compare the heterogeneity of tumor cells in RPR2 and CRPR2 tumors, we examined the cell cluster compositions of RPR2 (4 tumors) and CRPR2 (36 tumors) (Fig. 2d). From a total of 33 cell clusters, 4 tumors of RPR2 were composed of 4 to 7 different cell clusters. However, CRPR2 tumors exhibited a more complex composition than those in RPR2 (Fig. 2e). 

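NE-like cells were counted over the 29 clusters of a second joint clustering, on all panel genes, at the lower of 2 resolutions that came equally near to 33 clusters. The other, tried after seeing the data, gave 5.53 and 6.05 for the effective number given below (log2 ratio, 0.13). In each section, 6 of these clusters held at least 1% of the NE-like cells. In RPR2, 1 cluster held 41.3% (40.5 to 42.0) of 16283 NE-like cells and the next largest 18.2% (17.6 to 18.8). In CRPR2, the 4 largest clusters held between 21.0% (20.9 to 21.2) and 22.8% (22.6 to 23.0) of 206056 NE-like cells. The effective number of clusters, the exponential of the Shannon entropy of the cluster shares, was computed on equal numbers of NE-like cells from each section. It was 4.89 (4.84 to 4.93) in RPR2 and 5.50 (5.45 to 5.54) in CRPR2, a log2 ratio of 0.17 (0.15 to 0.19 from 100 random redraws of the counts). The alternative that moved it most clustered each section by itself, which gave 2.88 in RPR2 and 8.97 in CRPR2 (log2 ratio, 1.64). When CRPR2 NE-like cells were also drawn down to the number in RPR2, the ratio was reversed (1.67 in CRPR2; log2 ratio, -0.78). That value is from 1 draw, with RPR2 at a resolution of 2 and CRPR2 at 1.5. In alternatives chosen after seeing the data, further draws gave log2 ratios of -0.74 and -0.041, and a resolution of 2 in both sections gave 0.055, 0.17 and 0.0031 in the 3 draws. The joint value was also reversed with 15 principal components (log2 ratio, -0.062) and with cells called by 2 transcripts of NE markers (log2 ratio, -0.29). With the 3 clusters that the naming rule kept out of the class, an alternative chosen after seeing the data, the values were 7.04 and 7.11, and the interval of their ratio spanned 0. From the cluster compositions of RPR2 and CRPR2 tumors, the paper states that *Cracd* KO increases SCLC tumor cell heterogeneity (Fig. 2).

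**Figure D1:**
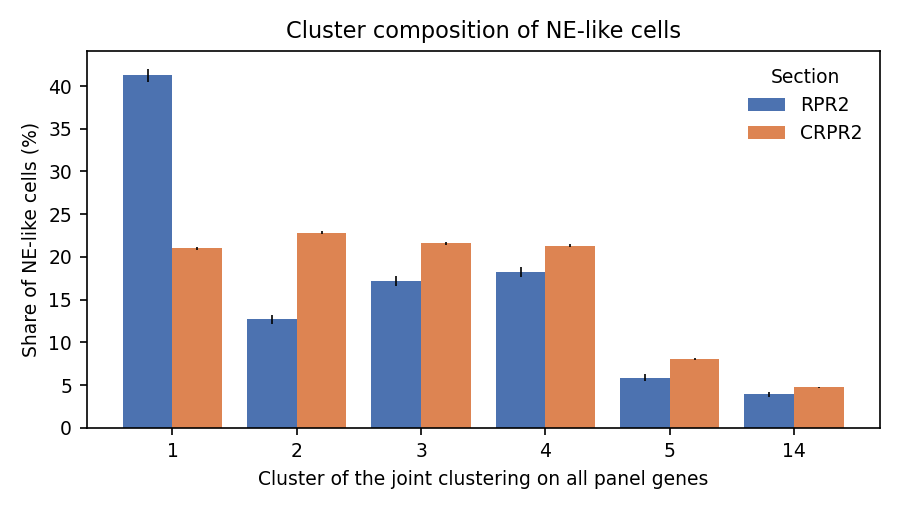
Share of the NE-like cells of each section in each of the 6 clusters with at least 1% of them, in percent, with exact 95% binomial intervals. In RPR2, 1 cluster holds 41.3% of the NE-like cells, and in CRPR2 the 4 largest lie between 21.0% and 22.8%.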

To spatially visualize this, we superimposed Xenium-derived cluster identities and scRNA-seq–derived cell-cycle assignments onto tumor sections. In RPR2 nodules, clusters occupied discrete, uniform domains, and proliferative (in S and G2/M cell cycle phases) cells were confined to specific regions. In contrast, CRPR2 nodules displayed an intermingling of 15–20 clusters throughout each lesion and a higher overall fraction of proliferative cells. Among these, NE clusters exhibited the highest mitotic index in both genotypes (Fig. 2f–h). 

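A cell was called cycling if it had at least 1 transcript of *Mki67* or *Top2a* after each cell was thinned at random to 50 transcripts, so that cells of different depth could be compared. Cells with fewer than 50 transcripts were left out, 15856 in RPR2 and 34059 in CRPR2. Of the remaining cells, 6.57% (6.44 to 6.71) were cycling in RPR2 and 36.9% (36.8 to 37.1) in CRPR2, a log2 ratio of 2.49 (2.46 to 2.52). Without thinning, the shares were 9.38% and 49.8%. The alternative that moved the ratio most added *Pclaf* as a marker (11.6% and 45.4%; log2 ratio, 1.97). *Mki67* was at 1419 CPM in RPR2 and 8164 CPM in CRPR2, and *Top2a* at 997 and 5653 CPM. Among cells that were not NE-like, 2.33% were cycling in RPR2 and 16.3% in CRPR2 (3.75% and 25.1% without thinning). These cells include clusters 7, 23 and 24, and without them the thinned shares were 1.99% (1.91 to 2.07) and 9.74% (9.54 to 9.93). Among endothelial-like cells, 0.811% and 6.08% were cycling. The cycling shares of all cells are over the whole section, while the paper's statement is about tumor nodules. NE-like cells made up 10.6% of RPR2 cells and 60.5% of CRPR2 cells, so the log2 ratio of 2.49 includes this difference in make-up. Within the classes, it was 0.25 for NE-like cells and 2.81 for the other cells. The cell cycle phases of the paper come from scRNA-seq and were not used here.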

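Among NE-like cells, 42.5% (41.7 to 43.4) were cycling in RPR2 and 50.5% (50.3 to 50.8) in CRPR2, a log2 ratio of 0.25 (0.21 to 0.29). Without thinning, the shares were 56.6% and 66.0%. Among the other named classes, the highest share was that of T cell-like cells, 11.6% (9.91 to 13.5) in RPR2 and 27.4% (25.9 to 28.9) in CRPR2. The NE-like clusters lay between 29.1% and 68.9% in RPR2 and between 33.7% and 74.1% in CRPR2, each above every cluster of another named class in the same section. The highest was cluster 5 in both, which was led by the cell cycle genes *Cenpf* and *Ube2c*, neither of them left out of the clustering. An unnamed cluster with NE and myeloid genes, at 39.9% and 43.5%, lay within the NE-like range. In the clustering on all panel genes, which includes *Mki67* and *Top2a*, the highest share was that of an unnamed cluster with 0 NE-like cells in RPR2 and 4 in CRPR2, at 95.1% (91.8 to 97.4) of 265 cells in RPR2 and 94.9% (93.4 to 96.2) of 967 cells in CRPR2. Next came an NE-like cluster, at 86.4% in RPR2 and 87.0% in CRPR2, above every remaining cluster. Both of these clusters had *Mki67* and *Top2a*, the genes of the call, among their leading genes over the mean of the other clusters.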

Unlike RPR2 tumors showing a high expression of *Ascl1*, CRPR2 tumors exhibited various levels of *Ascl1* expression (T1: Ascl1-negative, T2: Ascl1-low, T2-9: Ascl1-high) (Fig. 2i), which was reproduced in immunohistochemistry (IHC) for ASCL1 (Fig. 2j). These data show that *Cracd* KO induces heterogeneity in ASCL1 expression in CRPR2, which is in line with scRNA-seq results (Fig. 1, Supplementary Fig. S4).

**Fig. 2:**
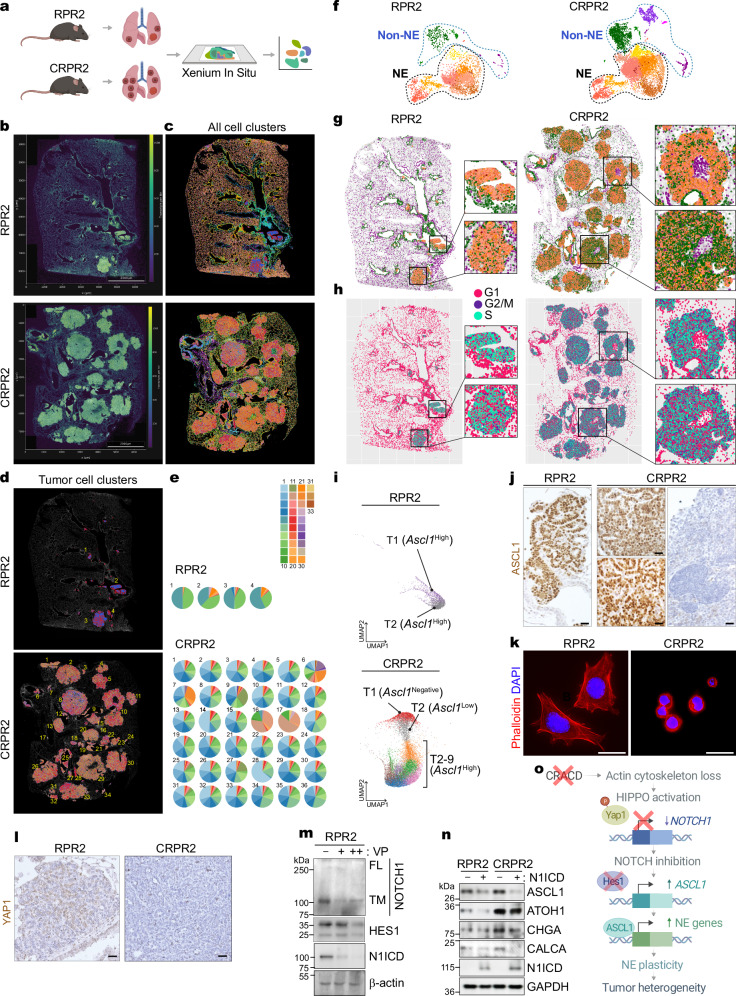
*Cracd* KO increases SCLC tumor cell heterogeneity. **a–d** Workflow for spatial transcriptomics. Spatial transcriptomic results are shown with transcripts per bin, using a bin size of 20 μm (**b**). Scale bars = 2 mm. Cells were segmented and clustered by transcriptomes. 33 clusters were identified in each sample (**c**), and tumor cell clusters of RPR2 and CRPR2 were highlighted (**d**). Representative Xenium spatial transcriptomic results are shown. The experiment was independently repeated twice on distinct tumor samples with similar results. **e** Pie charts displaying the cell cluster composition for each tumor cell clone in RPR2^80^ and CRPR2 (bottom). **f** UMAP projection of scRNA-seq data from RPR2 and CRPR2 tumors. Cells are colored by unsupervised clusters; NE and non-NE populations are delineated by dashed lines. **g** Spatial localization of NE and non-NE clusters in representative RPR2 and CRPR2 tumors. Cluster identities were inferred via correlation-based mapping of Xenium transcriptomic profiles to matched scRNA-seq clusters. **h** Spatial mapping of cell cycle states projected onto the Xenium coordinate space. G1 (magenta), S (aqua), and G2/M (purple). **i** UMAPs of tumors within RPR2 (up) and CRPR2 (down). UMAP coordinates profiling and tumor number annotations (T1-8) were performed using Xenium Explorer. **j** IHC of RPR2 vs. CRPR for ASCL1. Scale bars: 50 μm. Representative images (n ≥ 3). **k** IF staining of RPR2 and CRPR2 cells with phalloidin. Scale bars: 20 μm. **l** IHC of RPR2 vs. CRPR2 for YAP1. Scale bars: 50 μm. Representative images (n ≥ 3). **m** Immunoblot^57^ of RPR2 cells treated with vehicle or verteporfin (VP) 0.5 (+) or 1.0 ( + + ) μM. Representative immunoblot from three independent experiments. **n** IB of RPR2 vs. CRPR2 transduced with lentiviruses encoding N1ICD. Representative immunoblot from three independent experiments. **o** Working model: CRACD inactivation activates HIPPO signaling to phosphorylate and inhibit YAP1, leading to NOTCH1 downregulation and ASCL1-mediated NE lineage activation, thereby promoting NE cell plasticity and tumor heterogeneity. **a**, **o** were created with BioRender.com. Source data are provided as a Source Data file.

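The number of clusters with at least 20 cells depended on the resolution. From a resolution of 0.5 to 4, the joint clustering on all panel genes gave 15 to 59 clusters, the RPR2 section by itself 17 to 56, and the CRPR2 section by itself 13 to 54. At a resolution of 2, the RPR2 section by itself gave 34 clusters and the CRPR2 section by itself 30.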

NOTCH signaling inhibition upregulates *ASCL1*, resulting in NE cell lineage activation^35^. Compared to RPR2, CRPR2 tumors exhibited HES1 downregulation (Supplementary Fig. S5a). We recently reported that CRACD LOF induces NE cell plasticity in LUAD^31^. *Cracd* KO LUAD (*Cracd* KO *Kras*^G12D^ *Trp53* KO) also showed the downregulation of HES1 (Supplementary Fig. S5b, c). Actin-mediated mechanical force is indispensable for the NOTCH signal transduction^36–42^. As a capping protein inhibitor, CRACD is required for actin polymerization^20^. We confirmed that CRACD depletion disrupted the actin cytoskeleton of RPR2 cells (Fig. 2k). Consistent with the mechanical force-sensing mechanism that activates YAP1 through actin polymerization, YAP1 immunostaining revealed nuclear YAP in RPR2 tumors while CRPR2 tumors showed barely detectable levels of YAP1 (Fig. 2l). Furthermore, treatment of RPR2 cells with verteporfin, a YAP-TEAD inhibitor, resulted in a marked decrease in cleaved NOTCH1 (N1ICD) and its downstream target HES1 (Fig. 2m). We then examined the impact of CRACD depletion on the NOTCH signaling by analyzing the NOTCH1 receptor protein. Compared to RPR2 cells, CRPR2 cells exhibited significantly reduced expression of NOTCH1 protein (uncleaved and cleaved [transmembrane + N1ICD]), which was partially rescued by treatment with N-[N-(3,5-Difluorophenacetyl)-L-alanyl]-S-phenylglycine t-butyl ester (DAPT), a γ-secretase inhibitor (Supplementary Fig. S5d), implying that CRACD depletion inhibits NOTCH1 via NOTCH1 downregulation and cleavage reduction. Next, we tested whether CRACD depletion-induced NE cell plasticity is due to NOTCH signaling downregulation by conducting rescue experiments. To activate the NOTCH signaling, we ectopically expressed the NOTCH1 intracellular domain (N1ICD) in RPR2 or CRPR2 cells. Immunoblot assays showed the upregulation of NE markers (ASCL1, CHGA, and CALCA) and a neuronal progenitor cell lineage marker (ATOH1) in CRPR2 compared to RPR2 (Fig. 2n, lanes 1 vs. 3), which was blocked by N1ICD ectopic expression (Fig. 2n, lanes 3 vs. 4). These results suggest that CRACD LOF induces NE cell plasticity with increased tumor cell heterogeneity mainly via NOTCH signaling downregulation (Fig. 2o).

### Intratumoral CD8^+^ T cell depletion and MHC-I suppression in *Cracd* KO SCLC tumors

Given the crucial roles of immune cells in tumorigenesis^43,44^, we next examined the impact of CRACD loss on the tumor microenvironment. Using scRNA-seq, we profiled immune cells in RPR2 and CRPR2 tumors isolated from GEMMs (Supplementary Fig. S6a–d). CRPR2 tumors barely harbored CD8^+^ T cells (6.86% [170 of 2477 cells]) compared to RPR2 tumors (65.06% [3484 of 5355 cells]) while showing a slightly higher ratio of naïve T cells to total cell numbers (26.52% [657 of 2477 cells] versus 20.24% [1084 of 5355 cells]) (Fig. 3a–d), which was also confirmed by immunostaining (Supplementary Fig. S6e). Notably, immunostaining also revealed the spatial exclusion of CD8^+^ T cells in CRPR2 tumors, including peripheral regions. The overall counts of total T cells and apoptotic cells remained similar between RPR2 and CRPR2 tumors (Supplementary Fig. S6e–i). Consistent with this, spatial transcriptomic analysis using Xenium showed differential localization of T cells (*Cd3d, Cd3e, Cd3g, Cd8a, Cd8b1*, and *Cd4*) within tumor sections of RPR2 and CRPR2 mice (Supplementary Fig. S6j, k). Furthermore, the expression of T cell exhaustion markers and their ligands was not affected by *Cracd* KO in CRPR2 tumors compared to RPR2 tumors (Supplementary Fig. S6l, m), indicating that T cell exclusion rather than exhaustion underlies immune evasion in CRPR2 tumors. Additionally, CRPR2 tumors contained more regulatory T cells (Treg) than RPR2 tumors (Fig. 3c, d), with higher expression of genes associated with Treg anti-inflammatory functions, such as *Ahr, Ctla2, Tff1*, and *Tnfrsf18* (Fig. 3e, f). Moreover, compared to RPR2 tumors, CRPR2 tumors displayed a relatively higher number of monocytes (Fig. 3a, b). 

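Of the 6 T cell genes, *Cd3d*, *Cd3e* and *Cd8a* were analysed, and *Cd3g*, *Cd8b1* and *Cd4* were not analysed here. At least 1 transcript of the 3 genes was found in 3.78% (3.69 to 3.88) of RPR2 cells and 2.32% (2.27 to 2.37) of CRPR2 cells, a log2 ratio of -0.71 (-0.76 to -0.66). The alternative that moved it most, positivity at 2 transcripts, gave 1.96% and 1.24% (log2 ratio, -0.66). Thinning to 50 transcripts gave 2.66% and 1.64%. Among NE-like cells, which should lack these transcripts, the share was 0.461% (0.362 to 0.577) in RPR2 and 0.380% (0.354 to 0.408) in CRPR2. Among cells that were not NE-like, it was 4.18% (4.07 to 4.28) in RPR2 and 5.28% (5.16 to 5.40) in CRPR2, the reverse order (log2 ratio, 0.34). Without clusters 7, 23 and 24, it was 4.20% and 6.69% (log2 ratio, 0.67). The 1 T cell-like cluster, which was led by the B cell gene *Ms4a1* as well as by T cell genes, held 1.08% (1.03 to 1.14) and 1.28% (1.24 to 1.31) of cells. A larger cluster went the other way, with 5.16% of RPR2 cells and 2.01% of CRPR2 cells. It had *Cd3d*, *Cd3e* and *Cd8a* among its leading genes over the median of the clusters, and was left unnamed because NK cell markers outnumbered T cell markers among its leading genes over the mean of the other clusters. These counts carry no positions, so where the T cells lay was not analysed here.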

Given that myeloid-derived suppressor cells (MDSCs) inhibit T cell activation and proliferation^45,46^, we also examined the impact of CRACD loss on MDSCs. Compared to RPR2, CRPR2 tumors showed an upregulation of MDSC marker gene expression in myeloid cells (Supplementary Fig. S6n, o). Consistent with the results from the autochthonous model, immune profiling of preSC-derived allograft tumors also displayed a decrease in CD8^+^ T cells and an increase in myeloid cells in *Cracd* KO allograft tumors relative to *Cracd* WT tumors (Supplementary Fig. S7a–f).

**Fig. 3:**
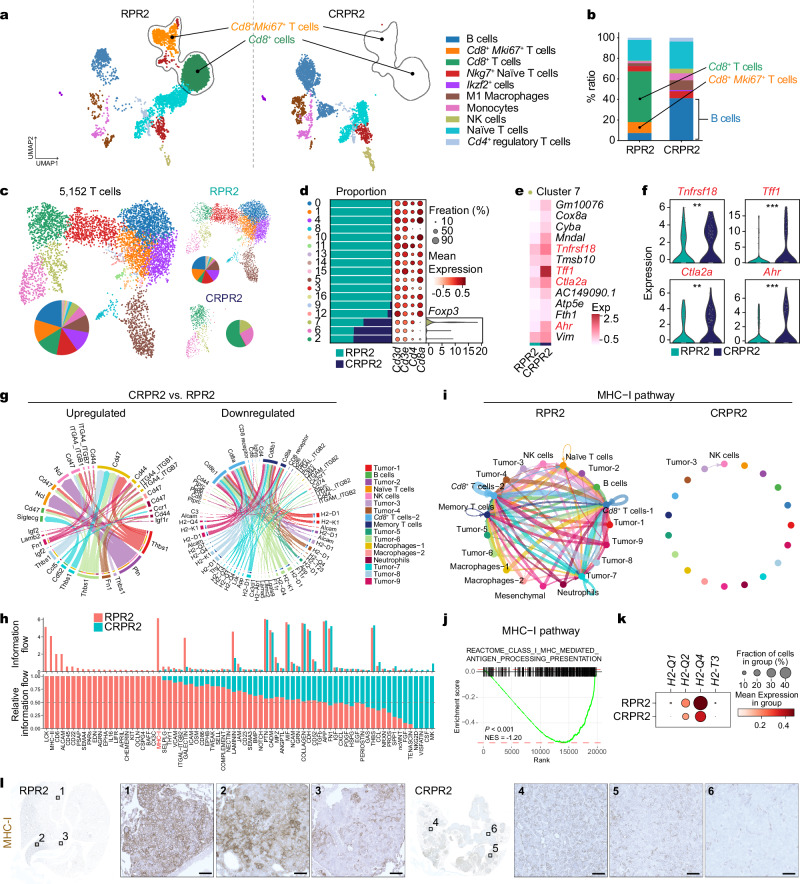
Depletion of intratumoral CD8^+^ T cells in *Cracd* KO SCLC tumors. **a** UMAPs of different immune cell types. **b** Comparison of immune cell proportions between the RPR2 and CRPR2 datasets. **c–f** Single-cell transcriptomic analysis of T cells reveals a CRPR2-enriched inflammatory subpopulation. **c** UMAP visualization of 5,152 T cells from RPR2 and CRPR2 tumors, colored by cluster identity. Pie charts indicate the cluster composition within each sample. **d** Bar plot showing cluster proportions and dot plot displaying average expression of major T cell subtype markers across clusters. CD8⁺ T cell subclusters were selectively depleted in CRPR2, whereas cluster 7, enriched in CRPR2, exhibited high expression of *Foxp3*, indicative of regulatory T cells. **e** Heatmap of differentially expressed genes within cluster 7, comparing CRPR2 and RPR2 T cells. CRPR2 cluster 7 cells showed upregulation of immunoregulatory genes, including *Tnfrsf18*, *Tff1*, *Ctla2a*, and *Ahr*. **f** Violin plots showing significantly higher expression of these genes in CRPR2 cluster 7 cells compared to RPR2 (Wilcoxon rank-sum test; **P < 0.01, ***P < 0.001). **g** Chord plots showing up- and down-regulated signaling pathways in the CRPR2 dataset compared to RPR2, analyzed using CellChat. Inner bar colors represent receiving cell clusters; chord thickness indicates ligand–receptor interaction strength. **h** Overall information flow (upper) and relative information flow (lower) of each signaling pathway in RPR2 and CRPR2 tumors, analyzed using CellChat. **i** Circle plots displaying the inferred network of the MHC-I signaling pathway in RPR2 (left) and CRPR2 tumors (right); the thickness of each line connecting the cell clusters indicates the interaction strength, analyzed using CellChat. **j** GSEA of gene sets associated with the MHC-I pathway in CRPR2 datasets compared to RPR2 scRNA-seq datasets; NES, normalized enrichment score. **k** Dot plot displaying the expression level of the MHC-I pathway-related genes in the RPR2 and CRPR2 datasets. **l** IHC of RPR2 and CRPR2 tumors for MHC-I; scale bars, 50 μm. Representative images are shown (n ≥ 3). Source data are provided as a Source Data file.

The altered immune landscape in *Cracd* KO SCLC tumors (Fig. 2a, b) compelled us to determine the underlying mechanism of CRACD depletion-induced CD8^+^ T cell loss. We examined the inferred intercellular communication networks between immune cells and SCLC tumor cells (RPR2 vs. CRPR2) using the CellChat package^47^. Overall, CRPR2 tumors showed fewer and weaker cellular interactions among different cell types than RPR2 tumors (Supplementary Fig. S7g). In the information flow maps, RPR2 tumors displayed strong cell-cell interaction between tumor cells and CD8^+^ T cells, while CRPR2 tumors showed an interaction between tumor cells and B and myeloid cells (Supplementary Fig. S7h). Notably, the antigen processing and presentation–related pathways were significantly downregulated in CRPR2 tumors relative to RPR2 tumors, mostly between SCLC tumors and CD8^+^ T cells (Fig. 3g). The information flow predicted by CellChat nominated differentially regulated pathways between RPR2 and CRPR2 tumors. According to the absolute values and fold changes of information flow, the most downregulated pathway in CRPR2 was the MHC-I pathway (Fig. 3h). The circle plots validated that the MHC-I pathway was barely detected in CRPR2 tumors but was prevalent in RPR2 tumors (Fig. 3i). Moreover, the GSEA of scRNA-seq datasets confirmed the downregulation of the gene sets associated with the MHC-I pathway (Fig. 3j). Additionally, *H2-Q1/2/4* and *H2-T3*, genes encoding the α chain of the mouse MHC-I complex were downregulated in CRPR2 tumors compared to RPR2 tumors (Fig. 3k), also validated by IHC for MHC-I (Fig. 3j). These data suggest that *Cracd* KO is associated with intratumoral CD8^+^ T cell depletion and the MHC-I pathway suppression.

### CRACD depletion epigenetically suppresses the MHC-I pathway via EZH2 for immune evasion

Next, we explored how CRACD depletion suppresses MHC-I gene expression. Beyond its role in the cytoskeleton, nuclear actin (N-actin) modulates gene expression, RNA splicing, translation, and DNA repair^48^. Since CRACD promotes actin polymerization^20^, we examined whether CRACD is involved in N-actin dynamics. We visualized N-actin in RPR2 and CRPR2 cells using plasmids encoding N-actin chromobody^49^. RPR2 cells showed enrichment of N-actin, while CRPR2 cells displayed reduced N-actin levels (Fig. 4a).

**Fig. 4:**
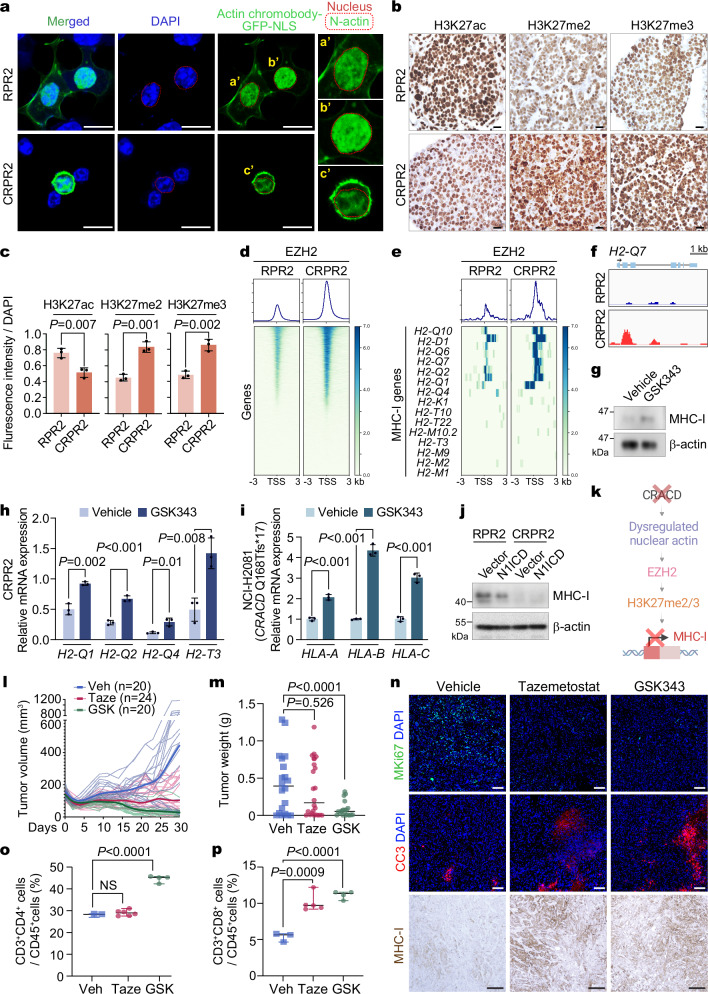
Immune evasion of CRPR2 tumors by EZH2-mediated MHC-I suppression. **a** IF staining of RPR2 and CRPR2 cells transfected with Actin Chromobody-GFP-NLS plasmids; scale bars, 50 μm; a’-c’, magnified images; red dot lines, nuclei. **b** IHC of SCLC tumors isolated from GEMMs (RPR2 vs. CRPR2) for histone modifications (H3K27ac, H3K27me2, and H3K27me3); scale bars, 20 μm. Representative images are shown for panels a-b (n ≥ 3). **c** Quantification of histone modifications (IF images) using ZEN software. Data are presented as mean values ± SD; two-sided Student’s *t*-test. **d**, **e** Heatmaps showing EZH2 enrichment at transcription start sites (TSS) of global (**d**) and MHC-I genes (**e**) in RPR2 and CRPR2 cells by CUT&RUN-seq. **f** EZH2 occupancies on the *H2-Q7* promoter, visualized by IGV. **g** IB of CRPR2 cells treated with GSK343 (50 µM, 72 hrs) for MHC-I. Representative of three independent experiments. **h**, **i** RT-qPCR analysis of genes related to the mouse MHC-I pathway after 72 hr of treatment of the CRPR2 (**h**) and NCI-H2081 (**i**) cells with GSK343 (20 µmol/L). Data are presented as mean values ± SD. Exact two-sided *P* values are annotated on the plots (*n* = 3 independent biological replicates). **j** IB of RPR2 or CRPR2 cells transduced with lentiviruses encoding N1ICD for MHC-I. Representative immunoblot from three independent experiments. **k** Illustration of EZH2-mediated epigenetic suppression of the MHC-I genes by CRACD inactivation. **l** Tumor growth curves of subcutaneous CRPR2 treated with vehicle (Veh), tazemetostat (Taze; 200 mg/kg, *n* = 24), or GSK343 (GSK; 20 mg/kg, *n* = 20). Darker lines, median values of each group. **m** Tumor weights for each group: Veh (*n* = 20), Taze (*n* = 24), GSK343 (*n* = 20). Data are mean ± SD; two-sided Student’s t-test; error bars, SD. **n** IF staining for MKI67 and Cleaved Caspase-3 (CC3) and IHC for MHC-I in CKP tumor sections. Scale bars, 100 μm. Representative images (n ≥ 3). **o**, **p** Quantification of CD4^+^CD3^+^ (**o**) and CD8^+^CD3^+^ (**p**) in CD45^+^ cells from CRPR2 tumors treated with EZH2 inhibitors. Data are illustrated as mean ± SD (*n* = 3 independent assays); two-sided Student’s *t*-test. **k** was created with BioRender.com. Source data are provided as a Source Data file.

N-actin is essential for epigenetic gene regulation^50,51^. N-actin depletion has been shown to promote EZH2-mediated gene repression^51–53^. Therefore, we hypothesized that EZH2 mediates *Cracd* KO-induced MHC-I transcriptional suppression. We compared the histone modifications between RPR2 and CRPR2 cells. Immunostaining of RPR2 and CRPR2 tumors showed decreased H3K27ac and increased H3K27me2 and H3K27me3, histone modifications induced by EZH2 methyltransferase in CRPR2 (Fig. 4b, c). Next, RPR2 and CRPR2 cell lines were subjected to Cleavage Under Targets and Release Using Nuclease (CUT&RUN) sequencing with anti-EZH2 antibody. Compared to RPR2 cells, EZH2’s promoter occupancy on the transcriptional start sites (TSS) was overall elevated in CRPR2 cells (Fig. 4d). Moreover, the MHC-I genes (H2-D1, H2-Q1 ~ Q10) exhibited the enrichment of EZH2 on TSS (Fig. 4e, f).

To test whether MHC-I suppression in CRPR2 is EZH2-dependent, we treated CRPR2 cells with GSK343, an EZH2 inhibitor. GSK343 treatment was sufficient to de-repress MHC-I protein (Fig. 4g). Similarly, we treated CRACD-depleted murine (CRPR2) and human SCLC cells (NCI-H2081 carrying an endogenous frame-shift mutation in *CRACD* [Q168Tfs*17]) with GSK343 and assessed MHC-I gene expression. EZH2 inhibition restored the expression of MHC-I genes (murine: *H2-Q1/2/4, H2-T3*; human: *HLA-A/B/C*) in these CRACD-inactivated cells (Fig. 4h, i). Having observed NE cell plasticity induction via NOTCH signaling downregulation (Fig. 2, Supplementary Fig. S4), we also tested the potential interplay between NOTCH signaling and EZH2-mediated MHC-I suppression by ectopically expressing N1ICD. N1ICD overexpression did not affect MHC-I expression (Fig. 4j), suggesting that NOTCH signaling is not involved in the EZH2-repressed MHC-I pathway. These findings indicate that CRACD inactivation suppresses MHC-I expression through EZH2-mediated histone methylation (Fig. 4k).

Having determined that EZH2 blockade restores the MHC-I expression in CRACD-inactivated SCLC tumors (Fig. 4g–i), we hypothesized that EZH2 inhibitors suppress CRACD-inactivated SCLC tumorigenesis by reactivating MHC-I-based tumor antigen presentation. We assessed the impact of EZH2 inhibitors on the proliferation of RPR2 and CRPR2 cells in vitro. RPR2 (*Cracd* WT) and CRPR2 (*Cracd* KO) cells treated with GSK343 or tazemetostat, an FDA-approved EZH2 inhibitor, did not exhibit significant differences in growth inhibition between RPR2 and CRPR2 cells in vitro (Supplementary Fig. S8a). Next, we performed syngeneic transplantation of RPR2 or CRPR2 cells into C57BL/6 mice, followed by administration of GSK343 or tazemetostat. Compared to the control (vehicle only), EZH2 inhibitors significantly suppressed CRPR2 tumorigenesis (Fig. 4l, m). GSK343 had a more pronounced effect on SCLC tumor suppression than tazemetostat (Fig. 4l, m). Furthermore, tumor immunostaining showed that EZH2 inhibition reduced cell proliferation (MKI67), increased cell death (cleaved Caspase-3 [CC3]), and restored MHC-I expression in CRPR2 tumors (Fig. 4n). Fluorescence-activated cell sorting (FACS) analysis revealed that EZH2 inhibitors markedly increased the number of intratumoral CD8^+^ T cells in CRPR2 tumors, with CD4^+^ T cells being elevated only by GSK343 treatment (Fig. 4o, p, Supplementary Fig. S8b, c). Notably, RPR2 cells rarely formed tumors in C57BL/6 mice within 30 days post-transplantation (Supplementary Fig. S8d, e).

To assess the functional status of intratumoral CD8^+^ T cells, we conducted co-culture assays using CD8^+^ T cells and CRPR2 tumor cells. Our results showed that EZH2 inhibition restored Perforin^+^ CD8^+^ T cell populations, indicating enhanced functional cytotoxic activity against CRPR2 tumor cells (Supplementary Fig. S8f). To further investigate the role of CD8^+^ T cells in tumor growth, we performed CD8 depletion experiments. Depletion of CD8^+^ T cells in recipient C57BL/6 mice significantly increased the growth of RPR2 tumor cells. In contrast, the primary cells from CRPR2 tumors, which already exhibit low CD8^+^ T cell infiltration, showed no significant difference in growth with or without CD8 depletion (Supplementary Fig. S8g). These findings suggest that the immune evasion phenotype of CRPR2 tumors is largely due to their ability to bypass CD8^+^ T cell-based immune surveillance. Beyond MHC-I regulation, we sought to determine whether EZH2 inhibition broadly alters oncogenic transcriptional programs in CRPR2 cells. Bulk RNA-seq followed by GSEA revealed that tazemetostat downregulates transcription of MYC targets, DNA repair, ribosome biogenesis, and RNA metabolic processes, while upregulating genes related to KRAS signaling and EMT pathways (Supplementary Fig. S9a-d). These data suggest that EZH2 inhibitors also exert tumor suppressive effects through global transcriptional reprogramming, in addition to enhancing tumor immunogenicity. These results indicate that CRACD inactivation induces EZH2-mediated suppression of MHC-I for immune evasion of SCLC tumor cells.

### Pathological relevance of CRACD and the MHC-I pathway in human SCLC

To determine the pathological relevance of the data from *Cracd KO* SCLC mice to human SCLC, we analyzed scRNA-seq datasets of 19 SCLC patient tumor samples and eight normal human lung samples from the previous studies^10,54^ (Fig. 5a, Supplementary Data 7, 8). An unbiased pair-wise correlation analysis of tumor cells divided the SCLC tumor datasets into two major groups (MS1 [molecular subtype 1] and MS2) (Fig. 5b). The MS1 SCLC tumors were clinically associated with recurrence (2 of 3) and metastasis (1 of 3), whereas the MS2 is associated with primary tumors (6 of 16) and metastasis (7 of 16) (Fig. 5c). A copy number variation analysis showed relatively higher genomic instability in the MS2 than in the MS1 tumors (Supplementary Fig. S10a, b). According to the ANPY classification^9^, the MS1 was mainly categorized as the ASCL1-type (Fig. 5d). CRACD expression was downregulated in MS1 compared to MS2 (Fig. 5e). Similarly, the scores of EZH2 target genes and NOTCH signaling were also notably reduced in MS1 (Fig. 5e, f).

**Fig. 5:**
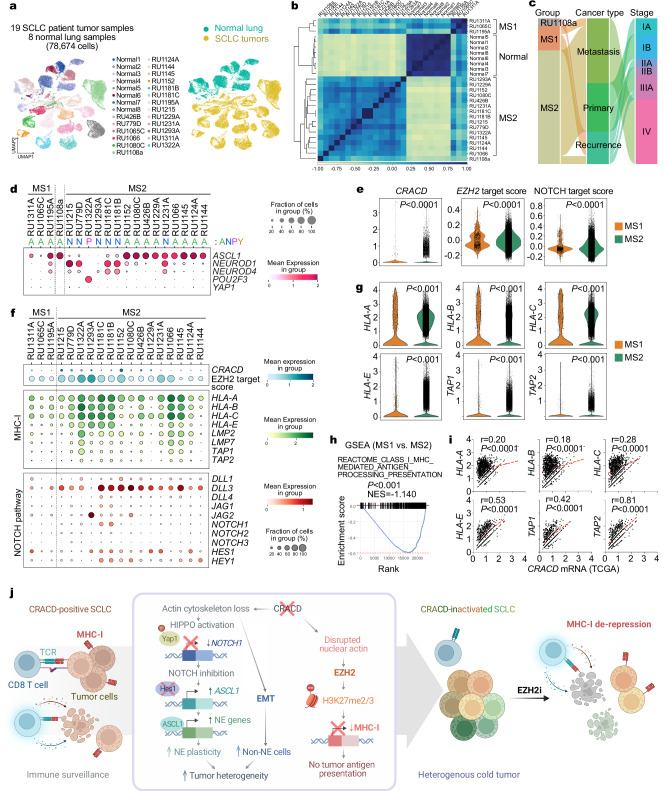
Pathological relevance of the CRACD-EZH2-MHC-I axis in SCLC. **a** UMAPs of SCLC tumor cells from 19 SCLC patient tumor samples (54,633 cells) and 8 normal lung samples (24,041 cells). Each dot represents a single cell, colored by a human sample ID (left) and SCLC vs. normal (right). **b** Correlation matrix plot showing pair-wise correlations among the human normal lung and 19 patient tumor samples. The dendrogram shows the distance of each dataset based on principal component analysis, and Pearson’s correlation is displayed with a color spectrum. Groups of patients were unbiasedly categorized by dendrogram and correlation. **c** Sankey plot shows the correlation between SCLC subtypes (MS1 and MS2) and clinical information (cancer type and stage). **d** Dot plot showing NE marker gene expression in 19 SCLC patient samples. ANPY (*ASCL1*, *NEUROD1*, *POU2F3*, and *YAP1*)-based classification was noted at the top. **e**, **f** Violin (**e**) and dot (**f**) plots showing CRACD mRNA and EZH2/NOTCH-target scores. *P* values: two-sided Student’s *t*-test. **g** Violin plots of MHC-I pathway gene expression in MS1 vs MS2 tumors; two-sided Student’s *t*-test. **h** GSEA of gene sets associated with EZH2 targets and the MHC-I pathway in MS1 compared to MS2. **i** Correlation scatter plots for Pearson’s correlation analysis (using GraphPad Prism) of *CRACD* and MHC-I genes (*HLA-A*, *B*, *C*, *E*, and *TAP1/2*) in SCLC patient tumor cells based on the TCGA bulk RNA-seq datasets. r, Pearson correlation coefficient; *P* values were calculated using two-sided Student’s *t*-test. **j** Illustration of the impact of CRACD loss on SCLC tumorigenesis. CRACD-positive tumors maintain MHC-I–mediated immune activity (“hot tumors”), whereas CRACD-deficient tumors acquire NE plasticity and immune evasion. Loss of CRACD disrupts actin polymerization, activating HIPPO signaling and LATS1/2-mediated YAP1 inhibition, which suppresses NOTCH1 and induces ASCL1-driven NE gene expression. Concurrently, EZH2-dependent silencing of MHC-I genes converts tumors to immune “cold” states, accelerating tumor progression. **j** was partly created with BioRender.com. Source data are provided as a Source Data file.

Compared to MS2, the MS1 tumors expressed relatively lower levels of the genes encoding MHC-I and several of the antigen processing and presentation pathway components (*HLA-A, B, C, E, LMP2/LMP7*, and *TAP1/2*) (Fig. 5g), also confirmed by the GSEA results (Fig. 5h). Additionally, we observed positive correlations between *CRACD* and *HLA-A/E* expression in the TCGA datasets of SCLC bulk RNA-seq (Fig. 5i). Additionally, IHC analysis of human SCLC tissue microarrays confirmed that tumors with low CRACD expression showed reduced MHC-I and elevated H3K27me2/3 levels. In contrast, CRACD-high tumors exhibited higher MHC-I and lower H3K27me2/3 expression (Supplementary Fig. 11a, b), supporting the epigenetic silencing of the MHC-I pathway in CRACD-inactivated SCLC. Collectively, these data demonstrate that CRACD inactivation is pathologically associated with the downregulation of the tumor antigen processing and presentation pathway of human SCLC (Fig. 5j).

## Discussion

Since CRACD is often inactivated in SCLC, we determined the impact of CRACD LOF on SCLC tumorigenesis by using preneoplastic SCLC cells and GEMMs. Our results from preclinical models demonstrated that CRACD functions as a tumor suppressor of SCLC. We identified two significant outcomes of CRACD depletion in SCLC: NE cell plasticity and immune evasion.

Our data suggest that multiple signaling pathways mediate CRACD loss-driven NE cell plasticity in two distinct tumor cells (NE and non-NE). In CRPR2 tumors, the upregulation of NE genes in the NE cells is mainly due to the downregulation of NOTCH signaling. Mechanical pulling force generated by the actin cytoskeleton is required for NOTCH signaling activation via receptor endocytosis, ligand-receptor binding, and NOTCH cleavage^36–42^. However, in the condition of CRACD inactivation, the disrupted actin cytoskeleton suppresses NOTCH signaling, de-repressing *ASCL1* and activating its downstream NE cell lineage genes (Fig. 2, Supplementary Fig. S4). This is also confirmed by another result that N1ICD inhibited the NE gene upregulation induced by CRACD loss (Fig. 2n), reiterating that NOTCH signaling downregulation is crucial for NE gene upregulation in the NE cells. Conversely, non-NE cells of CRPR2 tumors displayed the activation of NOTCH, MYC, WNT, and EMT pathways (Supplementary Fig. 4). These findings are also consistent with the Julien Sage laboratory’s report on the heterogeneity of NOTCH signaling activity and NE phenotype in SCLC^16^. In RPR2 SCLC mice, non-NE tumor cells showed high NOTCH signaling activity and are relatively less proliferative, whereas NOTCH-inactive NE tumor cells are highly proliferative^16^, similar to our observation (Fig. 1i, j), which might be the reason why *Cracd-*depleted preSC cells displayed cell hyperproliferation in vitro (Supplementary Fig. S1a-c). In addition to our in vitro and in vivo data, the correlation between *CRACD* ^low^ and NOTCH signaling downregulation in patients’ SCLC tumors (Fig. 5f) implies that CRACD or the actin pathway might be one of the key determinants positively modulating the NOTCH signaling beyond its role in maintaining the structural integrity of epithelial cells.

In intestinal epithelial and colorectal cancer cells, CRACD loss triggers the release of β-catenin from the cadherin-catenin-actin complex, inducing β-catenin-transactivated WNT target genes^20^, including MYC, which might explain WNT and MYC activation in non-NE cells of CRPR2 tumors. Another question is how CRACD loss leads to two opposite outcomes in different cell types: NOTCH signaling inhibition in NE and activation in non-NE cells. Considering other capping protein inhibitors (CPIs), such as CARMILs, it is possible that, unlike NE cells, CRACD loss might be complemented by these CPIs in non-NE cells where NOTCH signaling is not downregulated. Conversely, in non-NE cells, WNT signaling likely activates NOTCH signaling, as previously demonstrated in different contexts^55^.

CRACD depletion globally induces EZH2-mediated transcriptional suppression of genes, including ones encoding the MHC-I (Fig. 4). This epigenetic reprogramming renders tumor cells resistant to CD8^+^ cytotoxic T cells, contributing to the ‘cold tumor’ phenotype characterized by the absence of T cells in the tumor microenvironment (Fig. 3). Our data further suggest that aberrant N-actin-mediated chromatin architecture resulting from CRACD loss is an underlying mechanism of the epigenetic changes. Emerging evidence indicates that N-actin is vital in organizing chromatin architecture^48,52,53,56^. The genetic ablation of *Actb* encoding β-actin increases genome-wide H3K27 methylation levels and EZH2’s promoter occupancy^52,53,56^. CRACD loss reduces N-actin and increases H3K27 methylation on the promoters of the MHC-I genes (Fig. 4). We recently observed that the loss of E-cadherin also induces EZH2-mediated gene repression, leading to the development of diffuse-type gastric cancer^57^. Since CRACD loss also disrupts the E-cadherin-catenin-actin complex^20^, it is highly plausible that epithelial cell integrity loss might be functionally linked to EZH2-mediated transcriptional reprogramming. Moreover, our data indicate that overexpression of N1ICD does not restore MHC-I expression in CRPR2 cells (Fig. 4j), suggesting that EZH2-mediated gene repression is independent of NOTCH signaling. In addition to its role in restoring MHC-I expression, EZH2 inhibitors may have further tumor-suppressive effects on SCLC through broader transcriptional reprogramming, which includes the hyperactivation of ribosome biogenesis, epithelial-mesenchymal transition, and MYC targets (Supplementary Fig. S9a–d).

Cancer immunotherapy has faced challenges due to primary and acquired resistance. Thus, identifying key determinants of sustained therapeutic benefit from ICB could inform strategies to overcome therapeutic resistance and personalize SCLC therapy. Through unsupervised clustering of tumor cells from the scRNA-seq datasets, we identified the distinct subtype (MS1) of human SCLC characterized by *CRACD* ^low^, EZH2-mediated gene repression, and MHC-I pathway suppression, distinguished from MS2, with *CRACD* ^high^ and a functional MHC-I pathway. Given the MHC-I pathway suppression in MS1, patients belonging to MS1 may not exhibit a favorable response to T cell-based ICB, making them non-responders. Restoring the MHC-I pathway, for example, by inhibiting EZH2, reverses the immune-cold phenotype commonly observed in human SCLC into hot tumors (Fig. 4l). Hence, EZH2 blockade may be a promising therapeutic strategy for patients with CRACD-inactivated SCLC. It is noteworthy that targeting other essential epigenetic regulators, such as the lysine demethylase LSD1, has also been shown to restore the MHC-I pathway and sensitize SCLC to ICB^19,58^. In addition to the ANPY classification, this study proposes another approach to stratify SCLC patients based on CRACD status, providing a potential predictive molecular signature for the effectiveness of T cell-based ICB therapies combined with EZH2 inhibitors. EZH2 inhibitors have shown therapeutic promise not only in SCLC but also in other cancers, including prostate and breast cancer models, further supporting the rationale for their clinical evaluation^59^.

It remains unclear when and where CRACD inactivation occurs during tumorigenesis. This spatiotemporal information is necessary for a better understanding of the pathobiology of CRACD-inactivated SCLC tumorigenesis. Interestingly, MS1 (*CRACD* ^low^) is only associated with recurrent (2 of 3) or metastatic (1 of 3) SCLC but with primary tumors (Fig. 5c), implying that CRACD LOF might take place at later stages or during therapies. Tumor cell plasticity contributes to therapy resistance and metastasis^13^. Similar observations have been reported in other malignancies, such as prostate cancer and pancreatic neuroendocrine tumors, where lineage plasticity is closely linked to therapy resistance and disease progression^60–62^. Therefore, the impact of CRACD loss-driven cell plasticity on SCLC therapy resistance and metastasis requires further investigation. Additionally, despite our intriguing results with EZH2 inhibitors (Fig. 4l–p), EZH2 monotherapy may not suffice in clinical trials. Therefore, future studies should explore combination therapy with other agents, including ICB. Our pathway analysis of scRNA-seq datasets showed a significant activation of the ribosome biogenesis pathway in CRPR2 tumors compared to RPR2. Targeting protein translation with omacetaxine mepesuccinate (homoharringtonine) may enhance treatment efficacy in SCLC, opening a new avenue for combinatorial therapy with EZH2 inhibitors. In addition to enhancing drug efficacy, identifying specific patients likely to respond well is crucial, which could be addressed by our finding that SCLC patients with *CRACD* ^low^ tumors may benefit from combining EZH2 inhibitors and immunotherapy.

In summary, our study provides new insights into the mechanisms of SCLC tumorigenesis by uncovering the unexpected role of CRACD, an actin regulator, in limiting cell plasticity and inhibiting tumor immune evasion. Additionally, it highlights the potential therapeutic application of EZH2 inhibitors in treating CRACD-inactivated SCLC tumor cells.

## Methods

The research reported here complies with all relevant ethical regulations. All mouse experiments were approved by the Institutional Animal Care and Use Committees (IACUC) of The University of Texas MD Anderson Cancer Center (protocol #00002414-RN00) and the University of Virginia (protocol #3967) and were performed in accordance with institutional guidelines and the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) International standards.

### Mammalian cell culture

Human embryonic kidney 293 T (HEK293T) and NCI-H2081used in this study were purchased from the American Type Culture Collection (ATCC). The murine preSC cells have been previously described^25,63^. RPR2 and CRPR2 cell lines were established from the SCLC tumors isolated from each strain. HEK293T, preSC, RPR2, and CRPR2 cells were maintained in Dulbecco’s Modified Eagle’s Medium (DMEM) medium containing 10% fetal bovine serum (Thermo Fisher Scientific) and 1% penicillin and streptomycin (Thermo Fisher Scientific). NCI-H2081 was maintained in DMEM: F-12 medium (5% FBS, 1% penicillin/streptomycin, 0.005 mg/mL Insulin, 0.01 mg/mL Transferrin, 30 mmol/L Sodium selenite, 10 mmol/L Hydrocortisone, 10 mmol/Lb-estradiol, 2 mM L-glutamine). Cells were cultured at 37 °C in a humidified incubator supplied with 5% CO_2_ air. Mycoplasma contamination was examined using the MycoAlert mycoplasma detection kit (Lonza). See Supplementary Data S1 for reagent information.

### CRISPR/Cas9 gene knockout

CRISPR/Cas9-mediated *Cracd* KO in preSC cells was performed according to Zhang laboratory’s protocol^64^. Control sgRNA sequence target EGFP: 5’-GGGCG AGGAG CTGTT CACCG-3’; sgRNA sequence target *Cracd*: 5’-ACACA CGGCC ATTTT GGTCA-3’. The sgRNA sequence is based on our previous study^20^.

### Virus production and transduction

HEK293T cells in a 10-cm dish were co-transfected with 5 μg of constructs, 5 μg of plasmid D8.2 (Plasmid #8455, Addgene), and 3 μg of plasmid VSVG (Plasmid #8454, Addgene). Cells were incubated at 37 °C, and the medium was replaced after 12 h. Virus-containing medium was collected 48 h after transfection and supplemented with 8 μg/mL polybrene to infect target cells in 6-well dishes. After 6 h, the medium was changed. After 48 h, the infected cells were selected with 2 μg/mL puromycin.

### Plasmids

Nuclear Actin Chromobody®-TagGFP plasmid (Chromotek) was transfected using Lipofectamine 3000. For NOTCH signaling activation, N1ICD plasmids (Addgene #17623) were used for virus packaging and transduction.

### qRT-PCR

RNAs were extracted by TRIzol (Invitrogen) and used to synthesize cDNAs using the iScript cDNA synthesis kit (Biorad). qRT-PCR was performed using an Applied Biosystems 7500 Real-Time PCR machine with the primers listed in Supplementary Data S2. Target gene expression was normalized to that of mouse *Hprt1* and human *HPRT1*. Comparative 2^−ΔΔCt^ methods were used to quantify qRT-PCR results. See Supplementary Data S2 for primer information.

### Cell proliferation and viability assays

We counted the number of cells using a hematocytometer (Bio-Rad) on growth days according to the manufacturer’s protocol. Cell proliferation was determined by crystal violet staining or Cell Counting Kit-8 (Dojindo Laboratories) according to the manufacturer’s protocol. For crystal violet staining, plates were rinsed with Phosphate-buffered saline (PBS), fixed with 4% paraformaldehyde solution for 20 min, and stained with crystal violet solution (0.1% crystal violet, 10% methanol) for 20 min followed by rinsing with tap water.

### Immunoblotting

Whole-cell lysates of cells were prepared using radioimmunoprecipitation assay (RIPA) buffer with protease inhibitors for 30 min at 4 °C, followed by centrifugation (4 °C, 16,000 × *g* for 15 min). Supernatants were denatured in 5 × Sodium dodecyl-sulfate (SDS) sample buffer (200 mmol/L Tris-HCl [pH 6.8], 40% glycerol, 8% SDS, 200 mmol/L dithiothreitol, and 0.08% bromophenol blue) at 95 °C for 5 min, followed by Sodium dodecyl-sulfate polyacrylamide gel electrophoresis (SDS-PAGE). We used 2% non-fat dry milk in Tris-buffered saline and Tween-20 (25 mmol/L Tris-HCl pH 8.0, 125 mmol/L NaCl, and 0.5% Tween-20) for immunoblot blocking and antibody incubation. SuperSignal West Pico and Femto reagents (Thermo Fisher Scientific) were used to detect horseradish peroxidase-conjugated secondary antibodies. Detailed information on the antibodies is shown in Supplementary Data S1.

### Immunofluorescence microscopy

Cells were fixed for 20 min in 4% paraformaldehyde and permeabilized with 0.1% Triton X-100 (in PBS) for 10 min. After three PBS washes, cells were blocked with 2% bovine serum albumin (BSA) for 30 min at ambient temperature. Cells were then incubated with antibodies diluted in 2% BSA at 4 °C overnight. After three PBS washes, the cells were incubated with 1 μg/mL Alexa fluorescence-conjugated secondary antibodies (Invitrogen) by shaking at ambient temperature in the dark for 1 h. Cells were washed three times with PBS in the dark and mounted in Prolong Gold Antifade Reagent (Invitrogen). Immunofluorescent staining was observed and analyzed using confocal or fluorescent microscopes (Zeiss) and ZEN software (Zeiss).

### Animals

Immunocompromised (BALB/c athymic nude, *Mus musculus*) mice and C57BL/6 mice were purchased from the Jackson Laboratory (Maine, USA). Compound transgenic mice *Rb1*^lox/lox^ *Trp53*^lox/lox^ *Rbl2*^lox/lox^ (RPR2) mice have been previously described^63^. For SCLC tumor induction, the lungs of 10-week-old mice were infected with adenoviral Cre via intratracheal instillation as previously described^63,65^. Multiple cohorts of independent litters were analyzed to control for background effects, and both male and female mice were used in all experiments. Ad-Cracd-Cre particles were produced in the Vector Development Laboratory at Baylor College of Medicine. Mice were euthanized by CO_2_ asphyxiation followed by cervical dislocation at the indicated time. Tumors were harvested from euthanized mice, fixed with 10% formalin, embedded in paraffin, and sectioned at 5-μm thickness. The sections were stained with hematoxylin and eosin for histological analysis. Mice were housed in a pathogen-free facility under controlled conditions with a 12-h light/dark cycle, ambient temperature of ~22 °C, and relative humidity of 40–70%, with ad libitum access to food and water. All mice were maintained in compliance with the guidelines of the Institutional Animal Care and Use Committee of the University of Texas MD Anderson Cancer Center and the University of Virginia School of Medicine. All animal procedures were performed based on the guidelines of the Association for the Assessment and Accreditation of Laboratory Animal Care and institutional (MD Anderson and the University of Virginia) approved protocols. This study was compliant with all relevant ethical regulations regarding animal research.

### Syngeneic models

C57BL/6 mice (4 months old) were purchased from the Jackson Laboratory. Mice were randomized and subcutaneously injected with 1 × 10^6^ cells into both flanks. Mice were maintained in the Division of Laboratory Animal Resources facility at MD Anderson. Starting on day 4 after transplantation, mice were administered with tazemetostat (200 mg/kg; oral gavage) and GSK343 (20 mg/kg; intraperitoneal injection). Drug treatments were carried out approximately for 4 weeks, with administration every other day. Tumor volume was monitored and calculated by measuring with calipers every 2 days (volume = [length × width^2^] / 2). The maximal tumor size permitted by the institutional animal care and use guidelines (≤1.5 cm in diameter or ≤10% of body weight) was not exceeded in any experiments. Mice were monitored daily, and animals showing signs of distress or tumor ulceration were euthanized according to IACUC-approved protocols. Tumor burden was calculated by measuring all tumor lesions within the lung to account for the complete tumor burden. On day 30, mice were euthanized (in CRPR2 tumors), tumors were photographed, and collected to proceed for paraffin-embedding and subsequent immunostaining or scRNA-seq. In the case of RPR2 tumors, drug treatment started when the tumors reached ~100 mm^3^, which occurred around 12 days after cell injection. The mice were treated with drugs for 28 days and euthanized on day 40.

### CD8^+^ T cell depletion models

CD8^+^ T cell depletion was performed by intraperitoneal injection of 300 μg of anti-CD8 monoclonal antibody (clone 53-6/7, BioXcell) twice a week on days −2, 0, and 2, where day 0 corresponds to the day of tumor injection. Mice were euthanized on day 21.

### Co-culturing tumor cells with CD8^+^ T cells

Mouse CD8⁺ T cells were isolated from spleens according to the manufacturer’s instructions. Isolated CD8⁺ T cells were activated with anti-CD3 (1 μg/ml) and anti-CD28 (5 μg/ml) antibodies in the presence of 50 U/mL recombinant IL-2 (Peprotech) for 24 h. Tumor cells were seeded in 24-well plates at a density of 1 × 10^6^ cells per well and allowed to adhere overnight. Activated CD8⁺ T cells were then co-cultured with tumor cells at a 2:1 ratio (T cells to tumor cells).

### Mouse lung tissue collection

Lungs were harvested at a single fixed timepoint—6 months after intratracheal Cre administration—when RPR2 mice reliably reach the tumor burden and humane endpoints defined in our approved animal protocol^29,66^. This timing ensures adequate tumor development for assessing the impact of CRACD loss.

### Mouse lung tumor and allograft tumor preparation

Prior to processing, mouse SCLC and allograft tumors were decontaminated under the dissecting microscope by removing any normal and connective tissues. Then, tumors were transferred to a dry dish and minced into pieces with blades. The tissue was digested in Leibovitz’s medium (Invitrogen) with 2 mg/mL Collagenase Type I (Worthington), 2 mg/mL Elastase (Worthington), and 2 mg/mL DNase I (Worthington) at 37 °C for 45 min. The tissue was triturated with a pipette every 15 minutes of digestion until homogeneous. The digestion was stopped with FBS (Invitrogen) to a final concentration of 20%. The cells were filtered with a 70 μm cell strainer (Falcon) and spun down at 4500 × *g* for 1 min. The cell pellet was resuspended in red blood cell lysing buffer (Sigma) for 3 min, spun down at 5000 r/min for 1 min, and washed with 1 mL ice-cold Leibovitz’s medium with 10% FBS. Cells were resuspended in 1 mL ice-cold Leibovitz’s medium with 10% FBS and filtered with a cell strainer (20 μm). Dead cells were removed with a Dead Cell Removal Kit (Miltenyi Biotec) according to the manufacturer’s instructions. Live ©cells were collected for 10X Genomics library preparation.

### Flow cytometry

Tumors from syngeneic models were harvested and processed into single-cell suspensions for flow cytometry analysis. Tumors were chopped using a blade and then placed into a solution containing collagenase A /DNase I (Sigma). The tissue suspension was incubated at 37 °C for 30 minutes to allow enzymatic digestion. After incubation, the cell suspension was passed through a 70 μm cell strainer (Falcon). The cells were then washed twice with PBS. Following the initial wash, the suspension was filtered through a FACS tube strainer (Falcon). The cells were washed twice more with FACS buffer (PBS with 0.5% BSA and 2 mM EDTA). The following antibodies were used for staining: PE-conjugated anti-mouse CD45 (Biolegend, dilution 1:100), Pacific Blue-conjugated anti-mouse CD4 (Biolegend, dilution 1:100), FITC-conjugated anti-mouse CD3 (Biolegend, dilution 1:50), and APC-conjugated anti-mouse CD8 (Biolegend, dilution 1:50). Cells were incubated with the antibodies for 30 minutes at 4 °C in the dark. Following incubation, cells were washed twice with FACS buffer and resuspended for acquisition. Flow cytometry was performed using an Attune flow cytometer, and data were analyzed using Flow Jo software.

### Bulk RNA sequencing

Total RNA was extracted using the RNeasy Mini Kit (Qiagen) according to the manufacturer’s protocol. RNA integrity was confirmed prior to library construction. Poly(A)-enriched mRNA libraries were prepared using Novogene’s standard workflow for eukaryotic mRNA (WOBI) and sequenced on an Illumina NovaSeq X Plus platform to generate paired-end 150 bp reads, yielding ~6 Gb of raw data per sample. Raw sequencing reads were processed for quality control, including removal of adapter sequences and low-quality reads. Clean reads were aligned to the mouse reference genome (GRCm38/mm10) using the STAR aligner, and gene-level quantification was performed using featureCounts. Differential gene expression was conducted using DESeq2. Genes with an adjusted *p* value < 0.05 and |log₂ fold change | > 1 were considered significantly differentially expressed.

### scRNA-seq library prep

Single-cell Gene Expression Library was prepared according to the guidelines for the Chromium Single Cell Gene Expression 3v3.1 kit (10X Genomics). Briefly, single cells, reverse transcription^67^ reagents, Gel Beads containing barcoded oligonucleotides, and oil were loaded on a Chromium controller (10´ Genomics) to generate single-cell GEMS (Gel Beads-In-Emulsions), where full-length cDNA was synthesized and barcoded for each single cell. Subsequently, the GEMS were broken and cDNAs from each single cell were pooled, followed by cleanup using Dynabeads MyOne Silane Beads and cDNA amplification by PCR. The amplified product was then fragmented to an optimal size before end-repair, A-tailing, and adaptor ligation. The final library was generated by amplification. The library was performed at the Single Cell Genomics Core at BCM.

### scRNA-seq - raw data processing, clustering, and annotation

The Cell Ranger was used for demultiplexing, barcoded processing, and gene counting. The R package Seurat^68^ and the Python package Scanpy^69^ were used for pre-processing and clustering of scRNA-seq data. UMAP was used for dimensional reduction, and cells were clustered in Seurat or Scanpy. Each cluster was annotated based on marker gene information (see Supplementary Data S3 and S4, the list of marker genes of each cell cluster). Datasets were pre-processed, normalized separately, and annotated based on their marker gene expression. Scanpy was used for human dataset preprocessing and integration. Each dataset was normalized separately and clustered by the “Leiden” algorithm^70^. Scanpy was used to concatenate the *Cracd* WT vs. KO dataset and preSC Cracd WT vs. KO samples. Cells with less than 100 genes expressed and more than 20% mitochondrial reads were removed. Genes expressed in less than 20 cells were removed. Gene expression for each cell was normalized and log-transformed. The percentages of mitochondrial reads were regressed before scaling the data. Dimensionality reduction and Leiden clustering (resolution 0.5 ~ 1) were carried out, and cell lineages were annotated based on algorithmically defined marker gene expression for each cluster (sc.tl.rank_genes_groups, method = ‘wilcoxon’). The list of differentially expressed genes (DEGs) in *CRPR2 and preSC Cracd KO* was generated by comparing KO vs. WT (sc.tl.rank_genes_groups, groups = [‘KO’], reference = ‘WT’, method = ‘wilcoxon’). More information about the software and algorithms used in this study is shown in Supplementary Data S5.

### Cell lineage trajectory analysis

RNA velocity^71^ was used to predict the future state of individual cells and cell lineage tracing. Cells were filtered, and dimensional reduction was performed following the default parameters using the scVelo and Scanpy packages. RNA velocity was calculated through the dynamical model and the negbin model, and cells were clustered using the “Leiden” algorithm. RNA velocity for all datasets was performed with the same parameters (n_neighbors = 10, n_pcs = 40). Velocity streams were analyzed and plotted using scVelo (dynamical model)^27^ and Dynamo (negbin model)^28^. Velocity pseudotime analysis was done and plotted with the scVelo package^27^ to show the cell state (differentiation vs. de-differentiation) of each cell. PAGA^72^ analysis was performed and visualized with the scVelo package to predict developmental trajectories and explore the connectivity between different cell clusters.

### Proportion difference analysis

Differences in clusters from the two datasets were analyzed and plotted using the pandas package^73^. Each cell cluster from the integrated dataset was grouped, and cluster differences between the two datasets were compared.

### Cell plastic potential analysis

The cell plastic potential was computed following the protocol outlined by Qin et al.^34^.

#### Single-cell entropies

Single-cell entropy was determined using the SCENT tool (v1.0.3). The scRNA-seq data, which had been normalized and logarithmized, were initially processed using Scanpy and subsequently converted into a Seurat object (v4.4.0)^68^. Mouse gene symbols were mapped to human Entrez Gene identifiers utilizing the Orthology.eg.db (v3.17.0) and org.Mm.eg.db (v3.17.0) databases. The single-cell entropy was then calculated using the CCAT (Correlation of Connectome and Transcriptome) algorithm (CompCCAT(), ppiA=net17Jan16.m).

#### RNA velocity lengths

RNA velocity lengths for single cells were extracted from scVelo’s dynamical modeling as previously described.

#### Single-cell PHATE coordinates

The PHATE embedding for single cells was generated using the PHATE Python package (v1.0.11)^74^. The normalized and logarithmized scRNA-seq data were input into the PHATE operator (phate_operator.fit_transform(adata.raw.X)), and the resulting PHATE coordinates were exported.

#### Valley-Ridge (VR) scores

The VR score was calculated as a weighted sum of two components: Valley and Ridge, with weights of 0.9 and 0.1, respectively. This computation was performed on a per sample and per cluster basis. The Valley component was defined as the median CCAT value for each sample-cluster combination. To compute the Ridge component, the inverse of the RNA velocity length was calculated and then scaled between 0 and 1. The cell centrality distance within each cluster was determined using the single-cell PHATE coordinates, with the Python function compute_distdeg() as defined by Qin et al.^34^. The knn parameter was optimized according to the size of each cluster. The Ridge component for each sample-cluster was then computed as the product of the median scaled inverse velocities and the scaled cell centrality distances.

#### Waddington-like landscapes

The Waddington-like landscapes were visualized using Houdini Indie (SideFX, v20.0.533). In these visualizations, the VR scores were plotted along the y-axis, while the single-cell PHATE coordinates were positioned on the xz plane.

### Spatial transcriptomics

For the Xenium In Situ experiment, a single FFPE block was prepared from RPR2 and CRPR2 samples and placed onto a Xenium slide. 

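The counts of both sections cover the same features, which are the panel genes, 41 negative control codewords, a set of negative control probes and an unassigned codeword. Of the 100 custom probes listed in Supplementary Data 9, 95 matched a gene of the counts by Ensembl identifier. Among these, 5 carry another name in the counts: the identifiers listed for Muc21, Lyz3, Rps27I, Cd31 and Fibronectin are those of *Gm9573*, *9530003J23Rik*, *Rps27l*, *Pecam1* and *Fndc4*. Of these, *Fndc4* is a different gene from the fibronectin gene *Fn1*, which was not analysed here. Another 3 (*Muc4*, *Muc6* and *Muc19*) matched by name only, and *Sftpc* and *Scgb1a1* were not analysed here.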

Alongside the 379 Mouse Tissue Atlassing gene panel, additional 100 genes were incorporated for further analysis. Raw data were processed using Xenium Explorer v3.0.0 for image analysis. Cell segmentation was performed using nuclear expansion algorithms implemented in the Xenium platform. Cells were annotated based on graph-based clustering in Xenium Explorer using cell-type marker genes. Gene expression was visualized by point and density maps overlaid on images of nuclei and cells. Transcript counts and metadata were stored within each segmented cell for subsequent analysis. To compare normalized gene expression, datasets from RPR2 and CRPR2 were converted into Xenium objects developed using the Seurat package. Spearman rank-based correlation analysis was performed between Xenium and scRNA-seq expression profiles, and only pairs with correlation coefficients greater than 0.5 were retained. For each Xenium cell, the corresponding scRNA-seq cell information from the highest-correlating pair was assigned. For cell heterogeneity analysis, we observed the enrichment pattern of clusters, which were determined based on graph-based clustering by Xenium Explorer, in each tumor cell subclone. The tumor cell subclones were defined based on their location displayed by Xenium Explorer.

### Gene set enrichment analysis (GSEA)

GSEA was done using the R package “fgsea”^75^ based on the DEG list generated by Scanpy. The enrichment value was calculated and plotted with the fgsea package (permutation number = 2000). Multiple testing correction was applied using the Benjamini–Hochberg method to control the false discovery rate (FDR).

### Cell-cell communication analysis

For ligand-receptor interaction-based cell-cell communication analysis of scRNA-seq datasets, the ‘CellChat’^47^ package in R was used. The integrated dataset was processed using the Seurat package, then the clustered and annotated datasets were analyzed by CellChat with default parameters (*p* value threshold = 0.05). Epithelial cells were used as a source group, and immune cells were used as target groups.

### Pathway score analysis

Scanpy with the ‘scanpy.tl.score_genes’ function was used for the pathway score analysis^69^. The analysis was performed with default parameters and the reference genes from the gene ontology biological process or the Kyoto Encyclopedia of Genes and Genomes database^76,77^. The gene list for the score analysis is shown in Supplementary Data S6.

### Data downloading of TCGA-LUSC

The bulk RNA-seq data of TCGA-LUSC patients were prepared by TCGAbiolinks^78^. Briefly, the count matrix was downloaded by GDCquery (project = “TCGA-LUSC”, data.category = “Transcriptome Profiling”, data.type = “Gene Expression Quantification”, workflow.type = “STAR - Counts”, experimental.strategy = ‘RNA-Seq’, sample.type=c(‘Primary Tumor’, ‘Solid Tissue Normal’). The clinical data were downloaded by GDCquery_clinic(project = “TCGA-LUSC”, type = “Clinical”). Based on the sample barcodes (01 for ‘Solid Tissue Normal’, 11 for ‘Primary Solid Tumor’) and the ‘primary_diagnosis’ (only ‘Squamous cell carcinoma, NOS’ was included) in the clinical data, the count matrix was sorted in the order of Normal and SCLC. The human gene Ensembl IDs inside of the count matrix were converted to HUGO gene symbols by biomaRt.

### CUT&RUN

#### CUT&RUN assays

CUTANA ChIC/CUT&RUN Kit (EpiCypher, Cat. No. 14-1048) was used. In brief, 5´10⁵ cells (RPR2 and CRPR2 cell lines) were pelleted at 600 g for 3 minutes at room temperature^67^. After resuspending the cells twice with 100 µL of washing buffer (pre-wash buffer, protease inhibitors, and 0.5 mM spermidine), the cells were resuspended in wash buffer, preparing them for binding with beads. Next, 100 µL of the cell suspension was added to 10 µL of concanavalin A beads in 8-strip tubes, and the bead-cell slurry was incubated for 10 min at RT. After a brief spin-down, the tubes were placed on a magnet to quickly discard the remaining supernatant. The tubes were then removed from the magnet, and 50 µL of cold antibody buffer (cell permeabilization buffer with 2 mM EDTA) was immediately added to each reaction. The mixtures were pipetted to resuspend and confirm ConA bead binding. Next, 2 µL of each primary antibody (H3K27ac, H3K27me2, H3K27me3, and EZH2 from Cell Signaling) was added to the respective reactions. For the positive and negative control reactions, 1 µL of H3K4me3 positive control antibody and 1 µL of IgG negative control antibody (provided by EpiCypher) were added. Additionally, 2 µL of K-MetStat Panel was added to the reactions designated for the positive and negative control antibodies. The reactions were gently vortexed to mix and incubated overnight on a nutator at 4 °C. After overnight incubation, the tubes were briefly spun, placed on a magnet to allow the slurry to clear, and the supernatant was removed. While keeping the tubes on the magnet, 200 µL of cold cell permeabilization buffer (wash buffer with 0.01% digitonin) was added to each reaction. Next, 2.5 µL of pAG-MNase was added to each reaction, followed by gentle vortexing and a 10 min incubation at RT. The tubes were then quickly spun and placed on the magnet to clear the slurry, and the supernatant was removed. While keeping the tubes on the magnet, 200 µL of cold cell permeabilization buffer was added directly onto the beads, and the supernatant was removed. The tubes were then removed from the magnet, and 50 µL of cold cell permeabilization buffer was immediately added to each reaction, followed by gentle vortexing to mix and disperse clumps by pipetting. Subsequently, 1 µL of 100 mM calcium chloride was added to each reaction, and the tubes were incubated on a nutator for 2 h at 4 °C. At the end of the 2-h incubation, the tubes were quickly spun to collect the liquid, and 34 µL of stop buffer was added to terminate pAG-MNase cleavage activity. The tubes were then placed in a thermocycler set to 37 °C for 10 min. Afterward, the tubes were placed on a magnet, and the supernatants containing CUT&RUN DNA were transferred to new 8-strip tubes. To purify the DNA, 119 µL of SPRIselect beads were slowly added to each reaction, followed by a 5 min incubation at RT. The tubes were then placed on a magnet for 2-5 min at RT, the supernatant was removed, and the beads were washed twice with 180 µL of 85% ethanol. After washing, the tubes were removed from the magnet, and the beads were air-dried for 2–3 min at RT. Finally, 17 µL of 0.1 × TE buffer was added to each reaction to elute the DNA.

#### Library preparation and sequencing

Library preparation for CUT&RUN was performed using the NEBNext Ultra II DNA Library Prep Kit for Illumina (M0544S), incorporating Illumina barcodes with 12 cycles of amplification. The libraries were sequenced on the Illumina NovaSeq platform at Novogene USA, with a read length of 150 base pairs for paired-end reads, and a sequencing depth of 30 million read pairs. The original sequencing data generated by the NovaSeq platform was converted into raw reads through base calling. These raw reads were stored in FASTQ format files.

#### Analysis

Alignment was performed using Bowtie2 (version 2.4.2). The SAM file was preprocessed using Picard (version 3.2.0), which included sorting, marking, and removing duplicates. The resulting file was then converted to BAM format using Samtools (version 1.3) and subsequently to a bedgraph file using Bedtools (version 2.31.1). Further analysis, including the calculation and visualization of each region, was conducted using deepTools (version 3.5.5) and Python (version 3.9.0).

### Human scRNA-seq data analysis

The scRNA-seq data set of 19 human SCLC patient samples (Patient information is shown in Supplementary Data S7)^10^ from the Human Tumor Atlas Network (HTAN, https://humantumoratlas.org/) was downloaded and analyzed according to the code provided in the original study. The scRNA-seq data set of the 8 normal human lungs (GSE122960, Supplementary Data S8)^54^ was extracted from the Gene Expression Omnibus (GEO) database and analyzed with Scanpy and Python. First, to match the gene names of our mouse CRPR2 dataset with those of human datasets, we converted mouse gene names into human gene names using the R package biomaRt, which converted 16,780 genes into human genes. The converted CRPR2 dataset and 27 human datasets were concatenated, normalized, and clustered in Scanpy. Batch effects were corrected using the “Harmony”^79^ algorithm. Then, the dendrogram and correlation matrix heatmap were plotted with Scanpy. The dendrogram shows the distance of each dataset based on principal component analysis, and the correlation matrix heatmap shows Pearson correlation by a color spectrum.

### Copy number variation analysis

We performed copy number variations (CNVs) analysis from the gene expression data using the Python package infercnvpy (https://icbi-lab.github.io/infercnvpy/index.html#). We ran infercnvpy using the Normal group (8 human normal lung datasets) as a reference dataset. The gene ordering file containing the chromosomal start and end positions for each gene was generated from the human GRCh38 assembly. Chromosome heatmap and CNV scores in the UMAP were plotted with infercnvpy.

### Public sequencing database

All TCGA cancer patients’ sequencing data referenced in this study were obtained from the TCGA database at cBioPortal Cancer Genomics (http://www.cbioportal.org). Cancer cell line sequencing data from Cancer Cell Line Encyclopedia (CCLE) were extracted from the cBioPortal Cancer Genomics (http://www.cbioportal.org).

### Statistical analyses

GraphPad Prism 9.4 (Dogmatics) was used for statistical analyses. Student’s *t*-test was used to compare two samples. *P* values < 0.05 were considered statistically significant. Error bars indicate the standard deviation (s.d.), otherwise described in the Figure legends. All sample numbers were estimated by power calculation based on preliminary data and previous studies to ensure sufficient statistical power to detect biologically relevant differences. Random allocation was not applicable to most cell line–based experiments. For in vivo studies, animals were randomly assigned to experimental groups, and both male and female mice were used to minimize bias. Blind testing was not performed since most data were quantifiable through statistical analyses.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information File

Supplementary Dataset

Supplementary Movie 1

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The scRNA-seq data generated in this study have been deposited in the GEO database under accession code GSE218544. The CUT&RUN-seq data generated in this study have been deposited in the GEO database under accession code GSE280263. The Xenium spatial transcriptomics data generated in this study have been deposited in the GEO database under accession code GSE299069. The processed data supporting the findings of this study are available within the paper and its Supplementary Information. Source data are provided with this paper.

# Supplementary material for: Actin dysregulation induces neuroendocrine plasticity and immune evasion: a vulnerability of small cell lung cancer
**Source:** Nat Commun. 2025 Dec 6;17:386. doi: 10.1038/s41467-025-67078-9
**Supplement:** Supplementary file 1 — Supplementary Information File

## List of Supplementary Materials

### Supplementary Figures 1 to 12

#### Supplementary Figures

- Supplementary Figure 1. CRACD inactivation in SCLC
- Supplementary Figure 2. scRNA-seq of preSC (*Cracd* WT vs. KO) allograft tumors
- Supplementary Figure 3. scRNA-seq of RPR2 vs. CRPR2 SCLC tumors
- Supplementary Figure 4. scRNA-seq analysis of pathway-associated gene expression
- Supplementary Figure 5. NOTCH signaling downregulation by *Cracd* KO
- Supplementary Figure 6. Immune cell profiling of RPR2 vs. CRPR2 SCLC tumors
- Supplementary Figure 7. scRNA-seq-based immune cell profiling
- Supplementary Figure 8. Impact of EZH2 blockade on *Cracd*-inactivated SCLC tumorigenesis
- Supplementary Figure 9. Gene expression and pathway enrichment analysis
- Supplementary Figure 10. scRNA-seq analysis of the human SCLC tumor datasets
- Supplementary Figure 11. Immunohistochemical staining in human SCLC tissues
- Supplementary Figure 12. Uncropped immunoblot images

#### Supplementary Reference

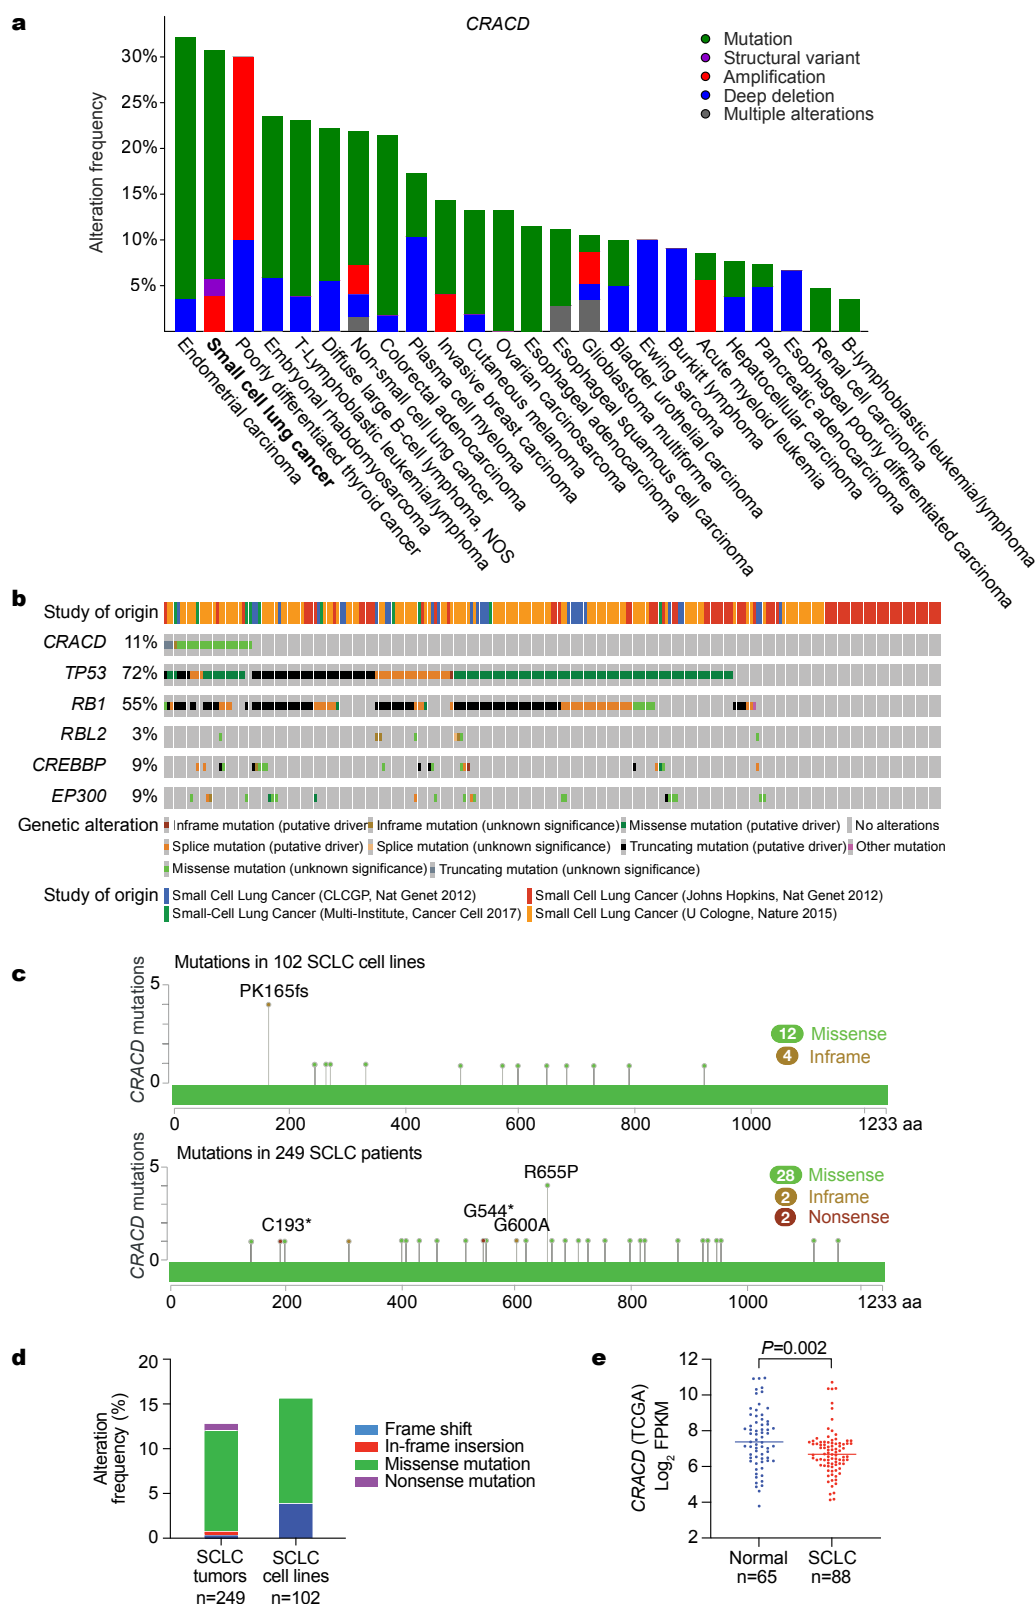

## Supplementary Figure 1. CRACD inactivation in SCLC

- a. Somatic alterations in *CRACD*, *TP53*, *RB1*, *RBL2*, *CREBBP*, and *EP300* in 249 SCLC patient samples. The diagram was generated using OncoPrinter ([www.cbioportal.org/oncoprinter.jsp](http://www.cbioportal.org/oncoprinter.jsp)).
- b. Types of *CRACD* mutations found in SCLC patients and cell lines.

- c, d.** Distribution and frequency of *CRACD* mutations found in 102 SCLC cell lines and 249 SCLC patient samples, illustrated along the length of the protein and summarized by mutation type (frame shift, in-frame insertion, missense, and nonsense). The diagram was generated using the Broad Institute Cancer Cell Line Encyclopedia [CCLE] and cBioPortal databases.
- e.** Levels of *CRACD* mRNA transcripts in normal lung and SCLC patient tumor samples from the TCGA database; Student's *t*-test.

Source data are provided as a Source Data file.

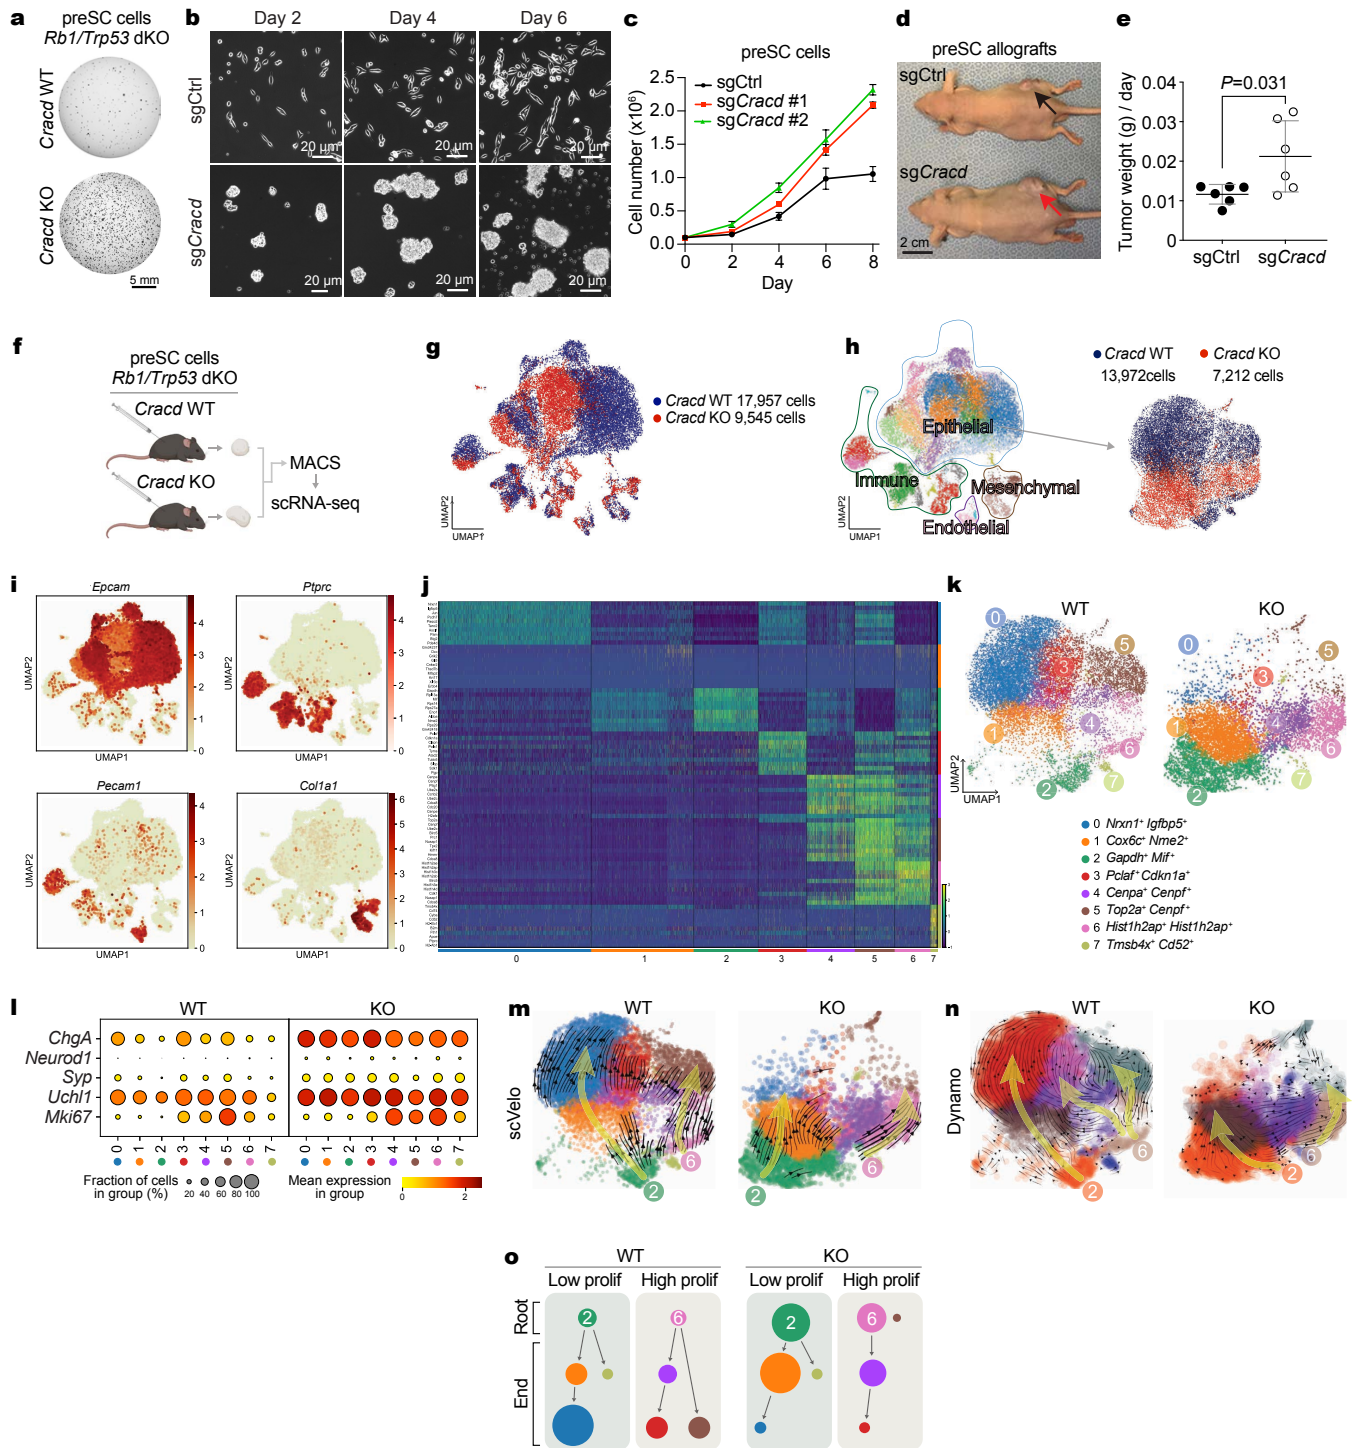

## Supplementary Figure 2. scRNA-seq of preSC (*Cracd* WT vs. KO) allograft tumors

**a-c.** Mouse preSCs were engineered to target *Cracd* alleles using CRISPR-mediated gene editing and characterized for cell morphology (a), short-term proliferation (b), and colony-forming ability (c). Scale bars: 20  $\mu$ m.

**d.** Nude mice 40 days after injection of preSCs (*Cracd* WT vs. KO). Images of allograft tumors (arrows) derived from preSCs in the flanks of athymic nude mice.

- e. Quantification of tumor development (tumor weight/days taken to reach endpoint) in the allograft model.
- f. Experimental scheme of the workflow for preSC allograft transplantation, tumor dissociation, single cell isolation, and scRNA-seq; magnetic-activated cell sorting (MACS).
- g. UMAP of integrated scRNA-seq datasets of allograft tumor generated from *Cracd* WT vs. KO preSCs.
- h. UMAPs of subsets of cells from the global level (left) to the allograft tumor cells (right). Each dot represents a single cell, colored by cell type.
- i. Feature plots of mouse cell-type marker gene expression: *Epcam* (epithelial cells), *Ptprc* (immune cells), *Pecam1* (endothelial cells), and *Colla1* (mesenchymal cells).
- j. Heatmap of gene expression-based cell clusters. The top 10 genes that were highly expressed in each cell cluster were visualized; these were used for cell annotation of *Cracd* WT and KO allograft tumors.
- k. Uniform Manifold Approximation and Projection (UMAP) plots of cell types within *Cracd* WT (left) and preSC *Cracd* KO allograft tumors (right).
- l. Dot plot depicting selected gene expression between each cell cluster in *Cracd* WT and *Cracd* KO preSC allograft tumors. Dot size, percentage of cells expressing gene; dot color, mean expression scaled from 0-2.5.
- m, n. Cell lineage trajectory inference analysis by using scVelo (i) and Dynamo (j)
- o. Illustration of cell lineages of preSC tumors. Representative images ( $n \geq 3$ ) are shown; P values were calculated using Student's *t*-test; error bars: standard deviation (SD). Panel f was created with BioRender.com.

Source data are provided as a Source Data file.

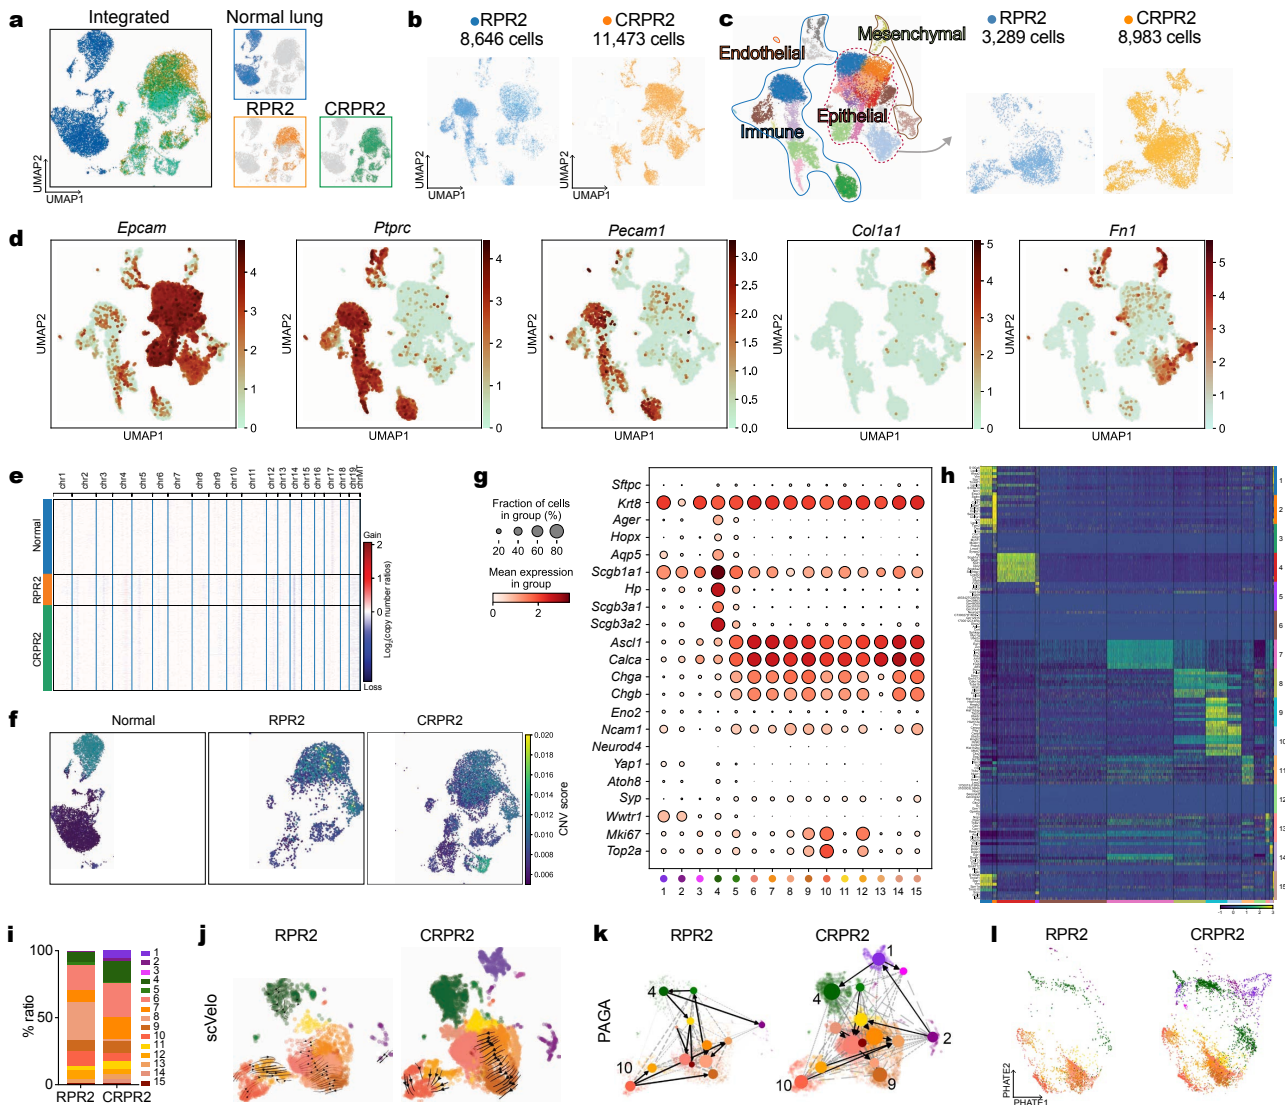

### Supplementary Figure 3. scRNA-seq of RPR2 vs. CRPR2 SCLC tumors

- UMAPs of the scRNA-seq datasets of normal mouse lung, RPR2, and CRPR2 SCLC tumors.
- Subset UMAPs showing global cell populations and tumor epithelial subsets. Each dot represents a single cell colored by cell type.
- Feature plots displaying the expression of each representative marker: *Epcam* (epithelial cells), *Ptprc* (immune cells), *Pecam1* (endothelial cells), *Col1a1* (mesenchymal cells), and *Fn1* (mesenchymal cells).
- Copy number variation (CNV) analysis showing genomic gains/losses in RPR2 and CRPR2 tumors compared with normal lung (e). CNV scores projected onto UMAPs (f).
- Dot plots for mouse lung epithelial marker gene expression in each cell cluster.
- Heatmap of each cell cluster of RPR2 and CRPR2 tumors. The top 10 genes that were highly expressed in each cell cluster were visualized; these were used for cell annotation.
- Comparison of proportions of different cell types between the RPR2 and CRPR2 datasets.
- RNA velocity-based cell lineage trajectory analysis of RPR2 and CRPR2 scRNA-seq datasets. RNA velocity was calculated through a dynamic model, and cells were clustered using the “Leiden” algorithm, the scVeloc and Scanpy packages (n\_neighbors = 10, n\_pcs = 40).

- k. Partition-based graph abstraction–based visualization of cell lineage trajectories of RPR2 and CRPR2 tumor cells. The size of the circle corresponds to the cell number. A partition-based graph abstraction analysis was performed and plotted using the RNA velocity–based cell clusters (scVelo). While clusters 4 and 10 in RPR2 tumors were inferred as root cell clusters, CRPR2 tumors likely harbored three additional root cell clusters (1, 2, and 9), repopulating tumor cells (also see Supplementary Video S1). Among those, cluster 1 was exclusively found in *Cracd* KO tumors (CRPR2). It should be noted that cell lineage trajectories were inferred by RNA splicing (RNA velocity) of scRNA-seq datasets.
- l. PHATE mapping of RPR2 and CRPR2 scRNA-seq datasets.  
Source data are provided as a Source Data file.

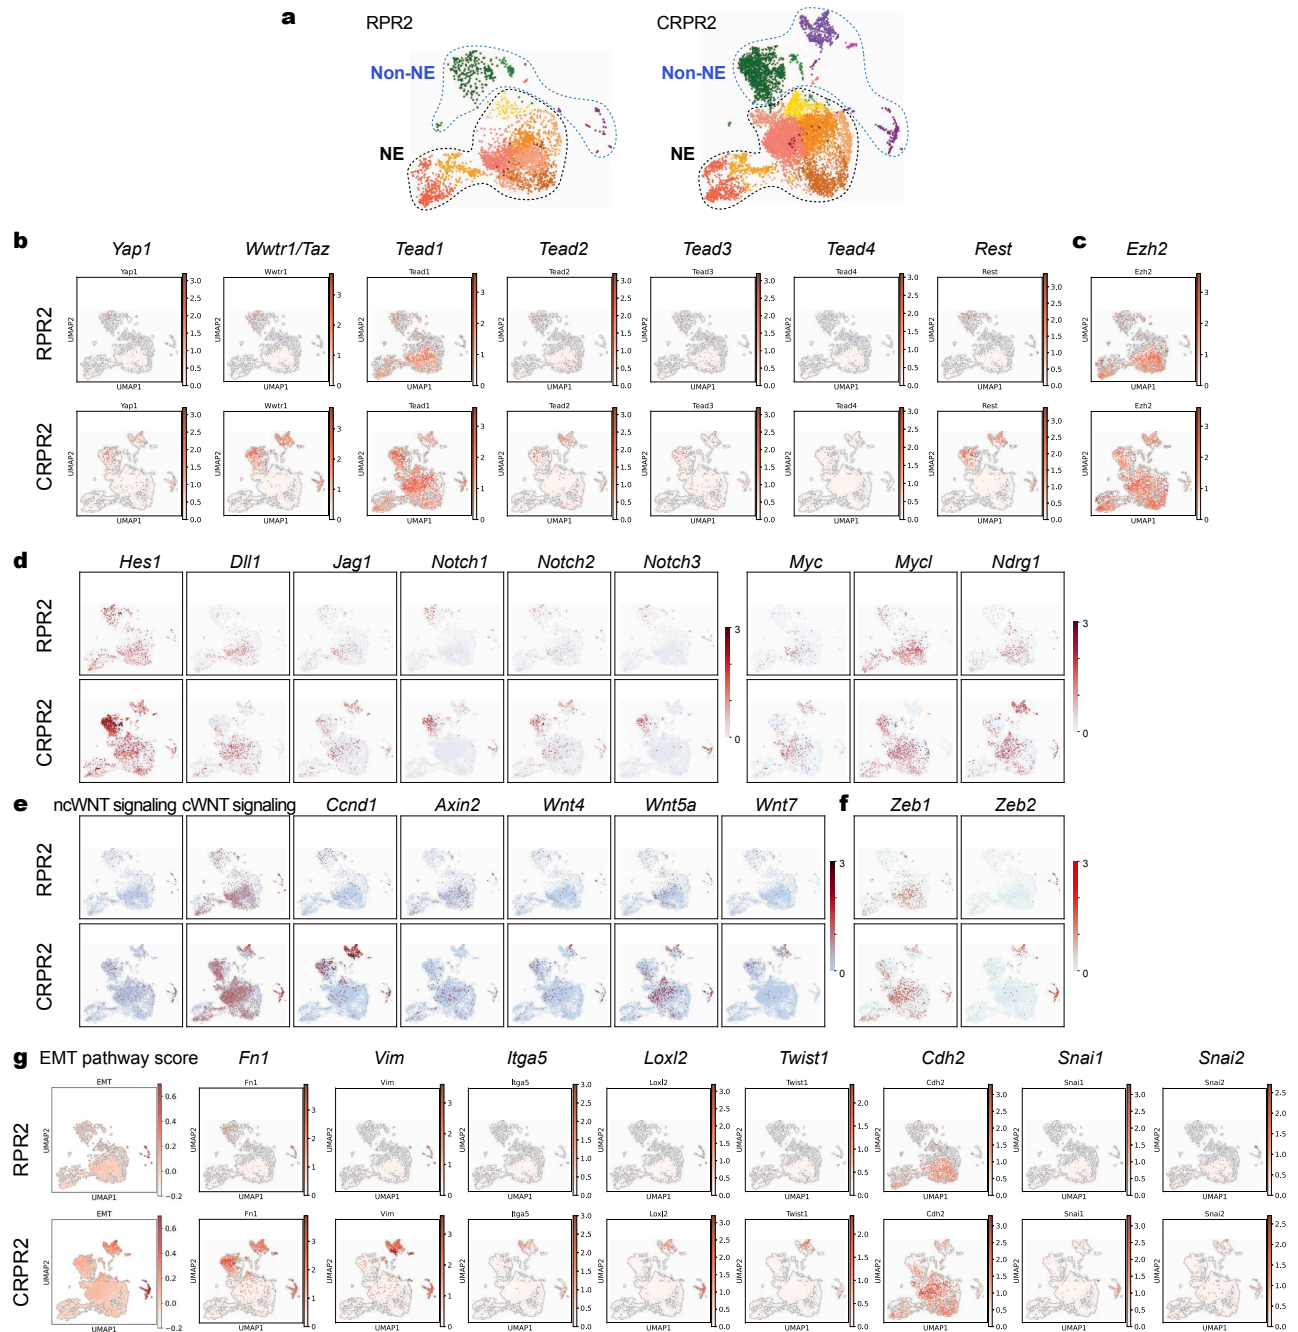

**Supplementary Figure 4. scRNA-seq analysis of pathway-associated gene expression**

- a.** UMAP plots of tumor cells from RPR2 and CRPR2 tumors, colored by cluster identity. NE and non-NE cells are annotated by dashed outlines.
- b-g.** Feature plots showing normalized expression of genes associated with the indicated pathways in RPR2 and CRPR2 tumors. (b) Hippo pathway-associated genes: *Yap1*, *Wwtr1/Taz*, *Tead1*, *Tead2*, *Tead3*, *Tead4*, and *Rest*. (c) *Ezh2*. (d) NOTCH signaling-associated genes: *Hes1*, *Dll1*, *Jag1*, *Notch1*, *Notch2*, *Notch3*, *Myc*, *Mycl*, and *Ndr1*. (e) WNT signaling-associated genes (*Ccnd1*, *Axin2*, *Wnt4*,

*Wnt5a*, *Wnt7*) and WNT pathway score. (f) EMT transcription factors: *Zeb1* and *Zeb2*. (g) EMT pathway score and EMT-related genes: *Fn1*, *Vim*, *Itga5*, *Loxl2*, *Twist1*, *Cdh2*, *Snai1*, and *Snai2*.

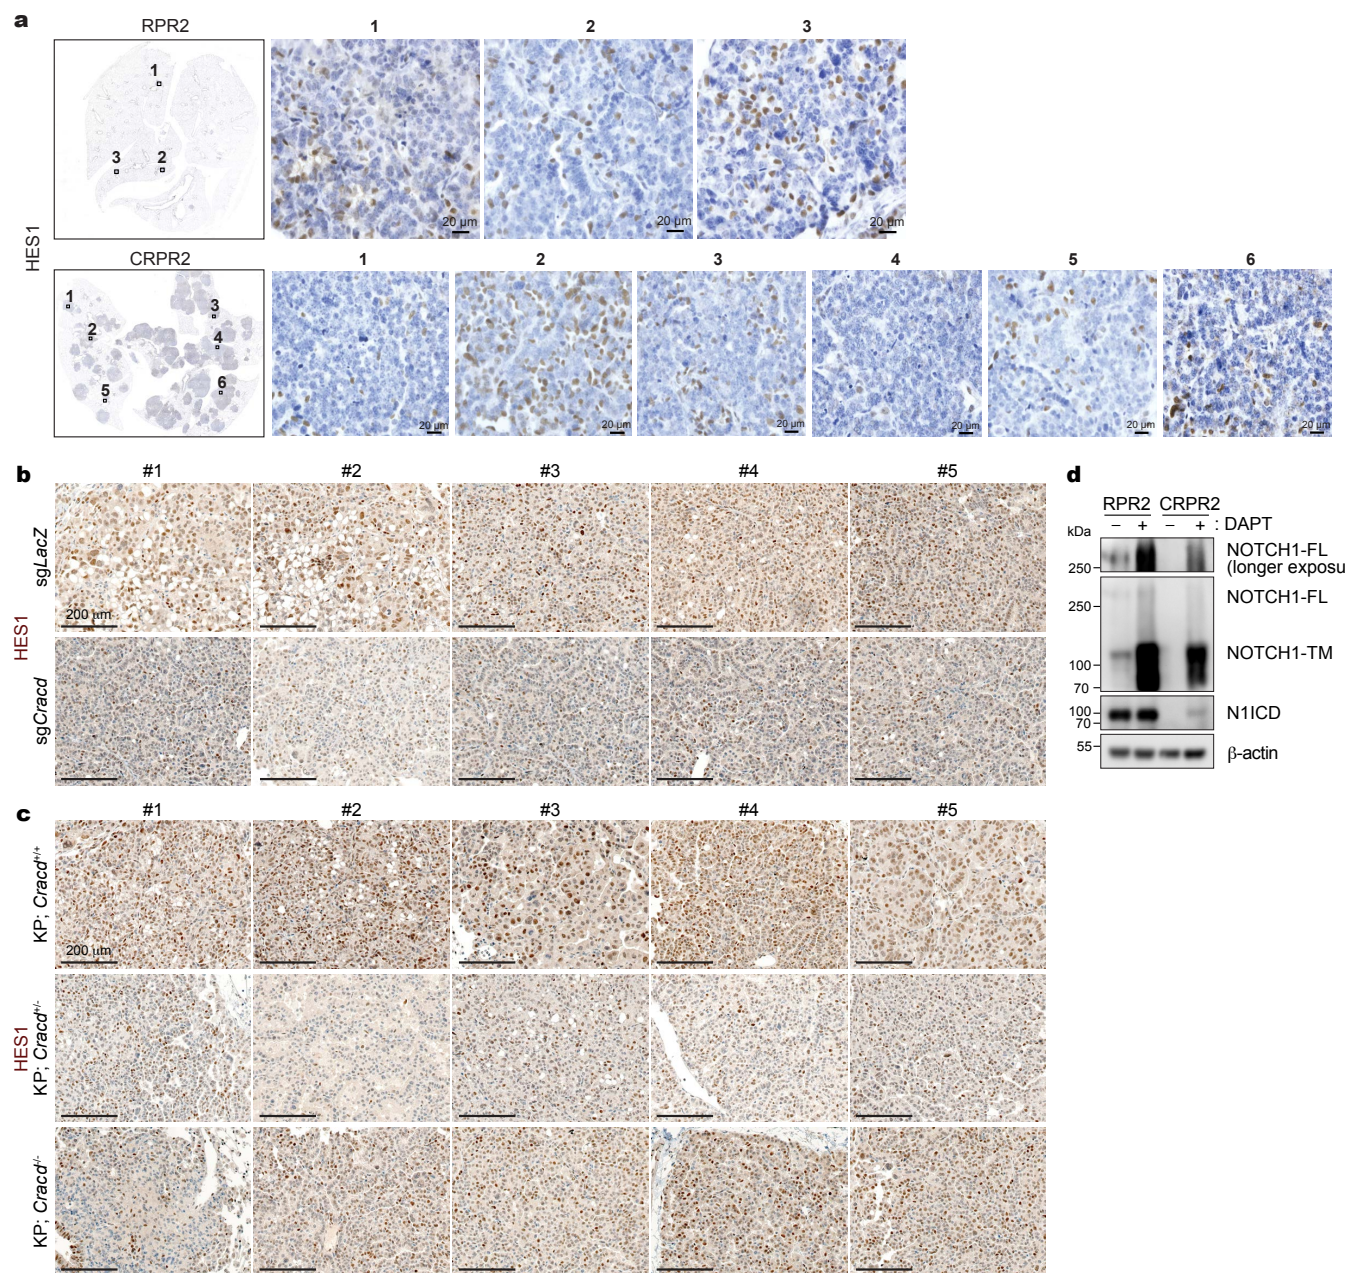

### Supplementary Figure 5. NOTCH signaling downregulation by *Cracd* KO

- IHC of murine lungs (RPR2 vs. CRPR2) for HES1.
- IHC of murine lungs isolated from LUAD models (*Kras*<sup>LSLG12D</sup>, *Trp53*<sup>floxed/floxed</sup> [KP]) instilled with adenovirus encoding Cre recombinase, Cas9, and sgRNAs (*LacZ* [control] or *Cracd*), showing the impact of conditional KO of *Cracd* on KP-driven LUAD tumorigenesis, as we recently performed<sup>1</sup>.
- IHC of murine lungs isolated from LUAD models (*Kras*<sup>LSLG12D</sup>, *Trp53*<sup>floxed/floxed</sup> [KP] or *Cracd*<sup>-/-</sup>, *Kras*<sup>LSLG12D</sup>, *Trp53*<sup>floxed/floxed</sup> [CKP]) instilled with adenovirus encoding Cre recombinase, displaying the impact of germline KO of *Cracd* on KP-driven LUAD tumorigenesis, as we recently performed<sup>1</sup>.
- IB of RPR2 or CRPR2 cells treated with DAPT, a gamma-secretase inhibitor (10 uM, 48hrs). FL: full length, TM: transmembrane.

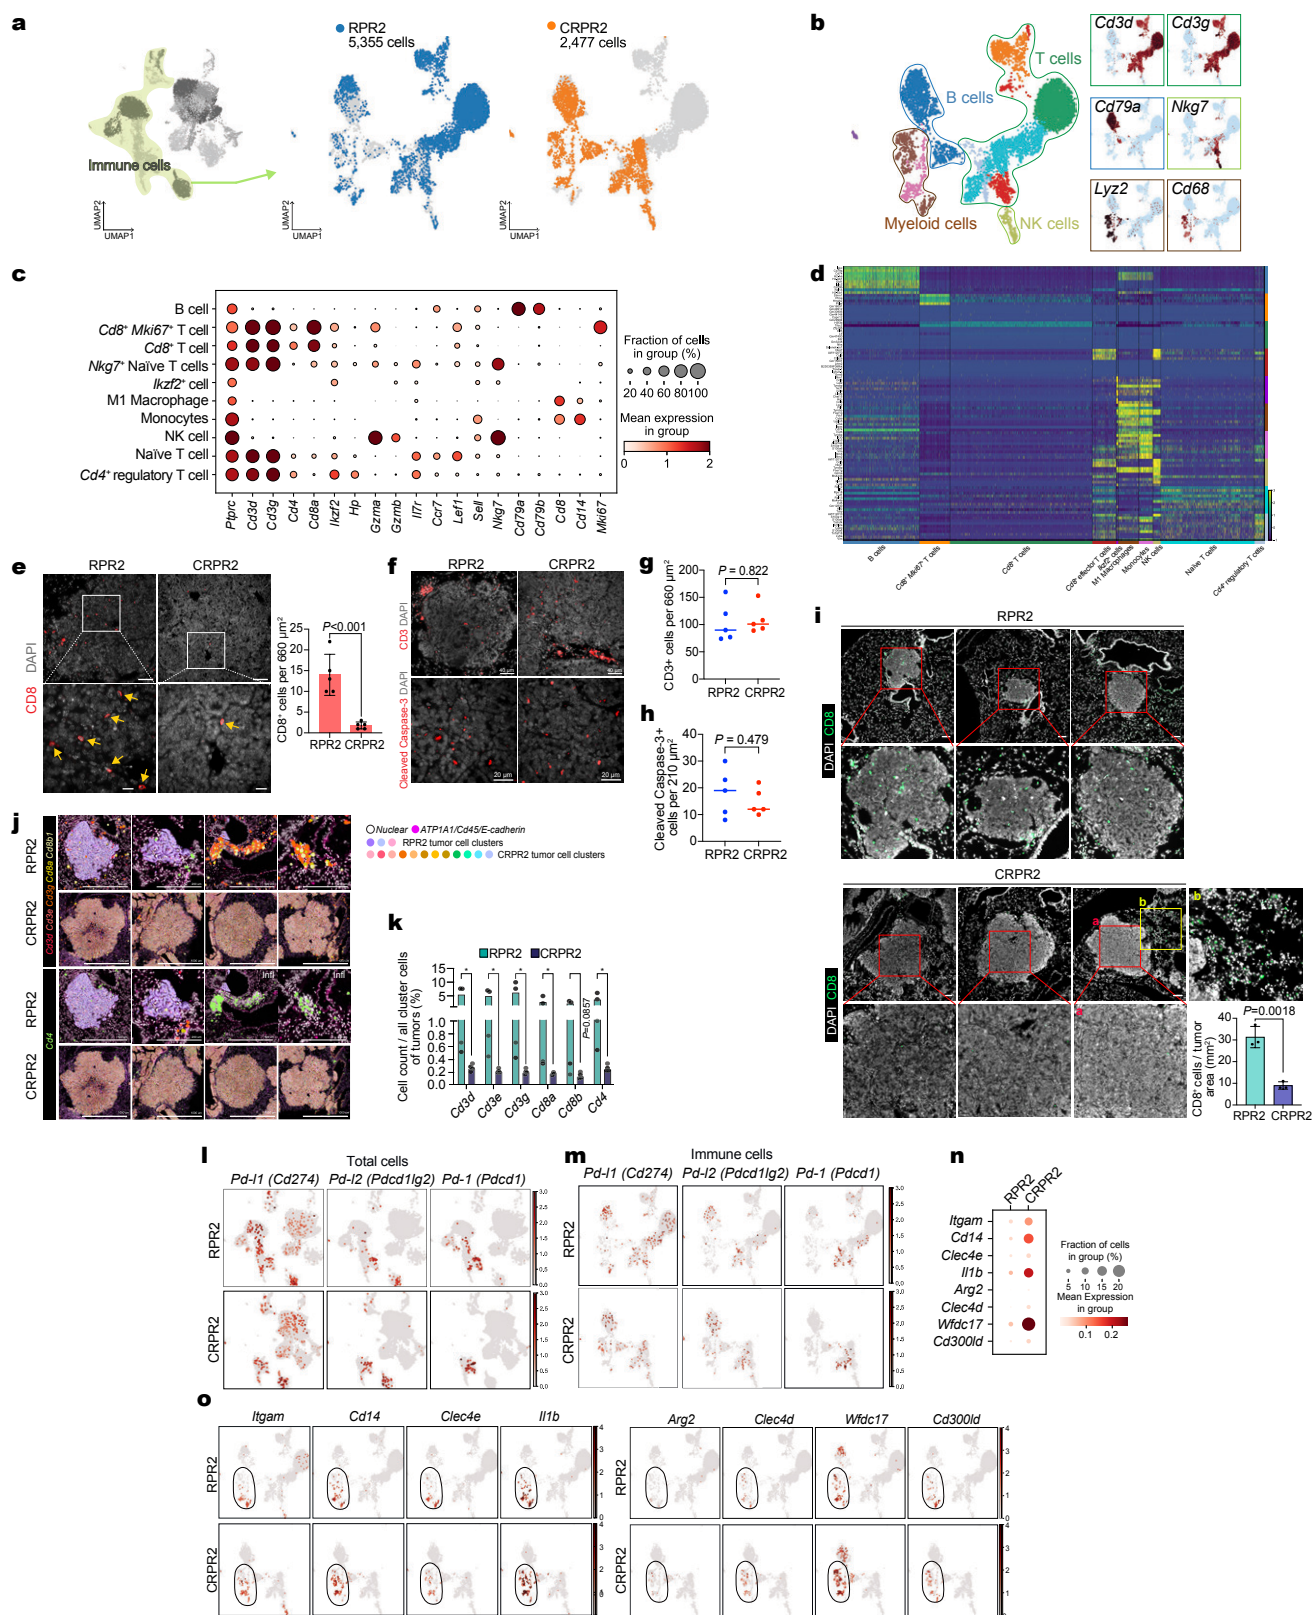

**Supplementary Figure 6. Immune cell profiling of RPR2 vs. CRPR2 SCLC tumors**

- UMAPs showing global and immune-cell subsets from RPR2 and CRPR2 scRNA-seq datasets. Each dot represents one cell colored by cell type.
- Re-clustered immune cells with marker expression: *Cd3d/Cd3g* (T cells), *Cd79a* (B cells), *Nkg7* (NK cells), *Lyz2/Cd68* (myeloid).

- c, d. Dot plot and heatmap of top immune-cell marker genes across clusters in integrated *Cracd* WT and KO datasets.
  - e, h. Immunostaining for CD8 and CD3 in RPR2 and CRPR2 tumors showing reduced intratumoral CD8<sup>+</sup> T cells but no change in total T-cell number or apoptosis. Scale bars, 50  $\mu$ m. Representative images are shown. *P* values were calculated using the Student's *t*-test; error bars: SD.
  - i. Analysis of peritumoral CD8<sup>+</sup> T cells. Immunostaining of the tumor margins in RPR2 and CRPR2 tumors. The top panels show low-magnification views with red boxes indicating regions of interest. Bottom panels show higher-magnification images of the indicated ROIs. Panels labeled (a) and (b) show enlarged views of selected areas, highlighting CD8<sup>+</sup> T cell distribution. Quantification of CD8<sup>+</sup> T cell density per unit area in tumor sections. Data represent mean  $\pm$  SEM from n=3 tumors per group. *P* values were calculated using the Student's *t*-test; error bars: SD.
  - j, k. Spatial localization of T cells (*Cd3d*, *Cd3e*, *Cd3g*, *Cd8a*, *Cd8b1*, *Cd4*) identified by Xenium transcriptomic signatures (n), quantification of T cells density per unit area from Xenium (o). 

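The panel counts give the share of segmented cells with a transcript, while the T cell density of Supplementary Fig. S6k is per unit area. *Cd3d* was found in 2.10% (2.03 to 2.18) of RPR2 cells and 1.14% (1.10 to 1.17) of CRPR2 cells, *Cd3e* in 2.66% (2.58 to 2.75) and 1.77% (1.72 to 1.81), and *Cd8a* in 0.700% (0.659 to 0.743) and 0.436% (0.414 to 0.459). After thinning to 50 transcripts, the shares were 1.28% and 0.709% for *Cd3d*, 1.91% and 1.23% for *Cd3e*, and 0.496% and 0.302% for *Cd8a*. In NE-like cells, taken as background, they were 0.160% and 0.134% for *Cd3d*, 0.240% and 0.199% for *Cd3e*, and 0.123% and 0.0883% for *Cd8a*. Among cells that are not NE-like, the order was reversed for each gene. There, RPR2 and CRPR2 had 2.33% and 2.67% for *Cd3d*, 2.95% and 4.17% for *Cd3e*, and 0.768% and 0.968% for *Cd8a*. The lower shares over all cells thus depend on the larger share of NE-like cells in CRPR2. *Cd3e* had the highest level of the 3 genes, 553 CPM in RPR2 and 343 CPM in CRPR2. The paper's reported densities in its source data, over 6 genes and 3 tumors per genotype, range from 0.32 to 9.49 in RPR2 and from 0.09 to 0.27 in CRPR2.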

Statistical significance was assessed by Student's *t*-test.
  - l, m. Feature plots of *Pd-I1*, *Pd-I2*, and *Pd-1* expression in all cells between RPR2 and CRPR2 scRNA-seq datasets (j). Feature plots of *Pd-I1*, *Pd-I2*, and *Pd-1* expression in immune cells between RPR2 and CRPR2 datasets (k).
  - n. Dot plot showing the expression level of MDSC marker genes (*Itgam*, *Cd14*, *Clec4d/e*, *Il1b*, *Arg2*, *Wfdc17*, and *Cd300ld*) in RPR2 and CRPR2 datasets.
  - o. Feature plots of MDSC marker gene expression in immune cells between the RPR2 and CRPR2 datasets. *Cracd* KO upregulates the expression of MDSC markers (*Itgam*, *Cd14*, *Clec4d/e*, *Il1b*, *Arg2*, *Wfdc17*, and *Cd300ld*). Circle, myeloid cell cluster.
- Source data are provided as a Source Data file.

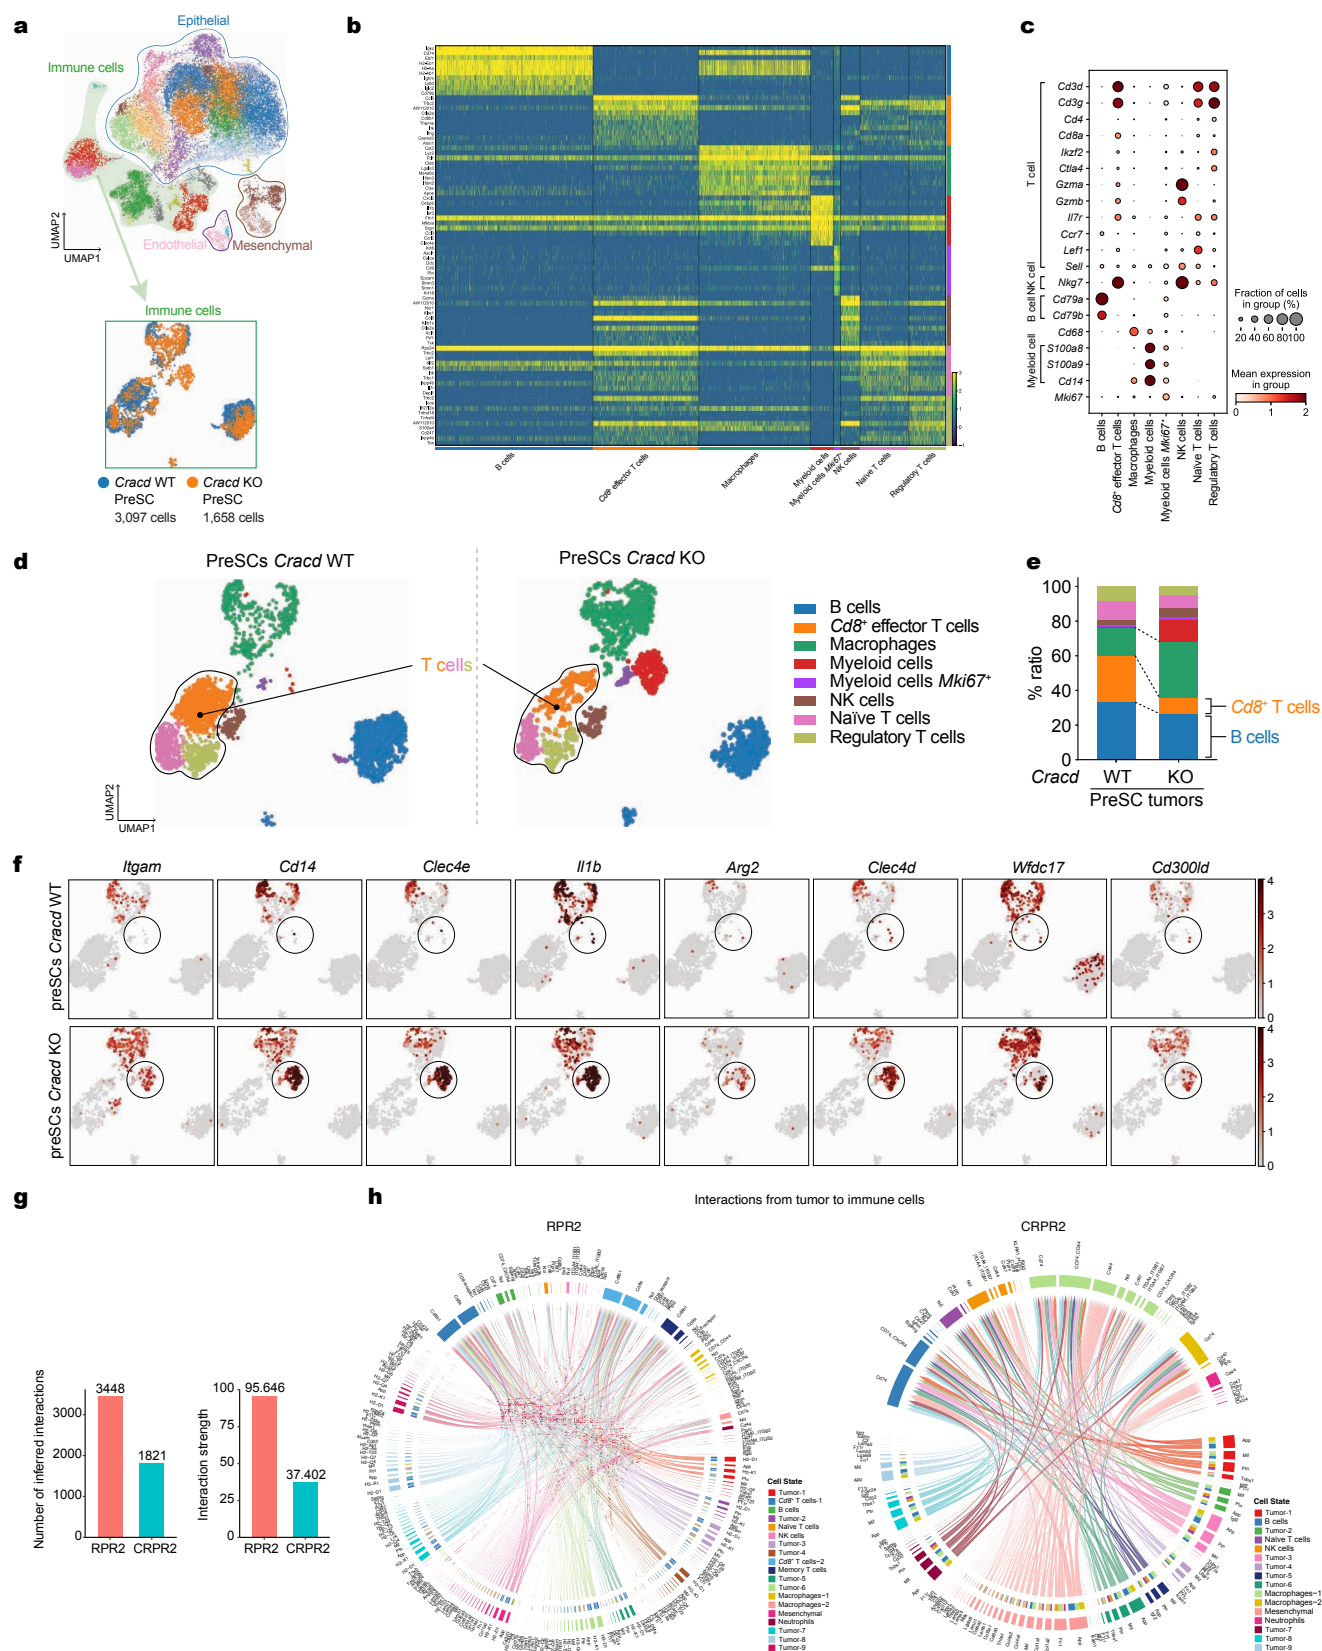

Supplementary Figure 7. scRNA-seq-based immune cell profiling

- a. UMAP of subsets of cells from the global level (upper) and immune cell subsets (lower) in integrated scRNA-seq datasets of preSC allograft tumors (*Cracd* WT vs. KO). Each dot represents a single cell, colored by cell type.
- b. Heatmap of gene expression-based cell clusters of the top 10 genes that were most highly expressed in each immune cell type of integrated scRNA-seq datasets of preSC allograft tumors (*Cracd* WT vs. *Cracd* KO).
- c. Dot plots show mouse immune cell marker gene expression in each cell cluster.
- d. *Cracd* KO decreases the number of Cd8<sup>+</sup> effector T cells in preSC tumors. UMAPs of preSC *Cracd* WT (left) and preSC *Cracd* KO (right) subsets showing each immune cell type.
- e. Cell proportion analysis of different immune cell types between preSC *Cracd* WT and KO datasets.
- f. Dot plot showing the upregulation of MDSC markers expression by *Cracd* KO preSC tumors compared to *Cracd* WT preSC tumors. Circle, myeloid cell cluster.
- g. Total cell-cell interactions (left) and interaction strength (right) from RPR2 and CRPR2 tumors were analyzed using the CellChat package.
- h. Cell-cell interaction analysis with CellChat. Chord plots show significant changes in signaling between immune cells in the RPR2 (left) and CRPR2 (right) SCLC tumors. The inner bar colors represent the cell clusters that receive signals. The inner bar size is proportional to the signal strength received by the cell clusters. Chords indicate ligand-receptor pairs that mediate the interaction between two cell clusters; the size of the chords is proportional to the signal strength of the given ligand-receptor pair. RPR2 tumors showed a strong interaction between the MHC-I pathway (*H2-K*, *H2-D*, *H2-Q*, and *H2-T* from all tumor cell clusters) and CD8 receptors (from CD8<sup>+</sup> T cells). In contrast, CRPR2 tumors exhibited no interaction between the MHC-I pathway and CD8 receptors. Intriguingly, in CRPR2 tumors, significant cell-cell interactions include tumor cells (via *App*, *Mif*, and *Ptn*)-B cells (*Cd74*, *Cxcr4*), Naïve T cells (*Ncl*, *Cd47*), NK cells (*Ncl*, *Itga4*, *Cd44*, and *Cd47*), and macrophages (*Cd74*, *Cd44*, *Ncl*, and *Itga4*).

Source data are provided as a Source Data file.

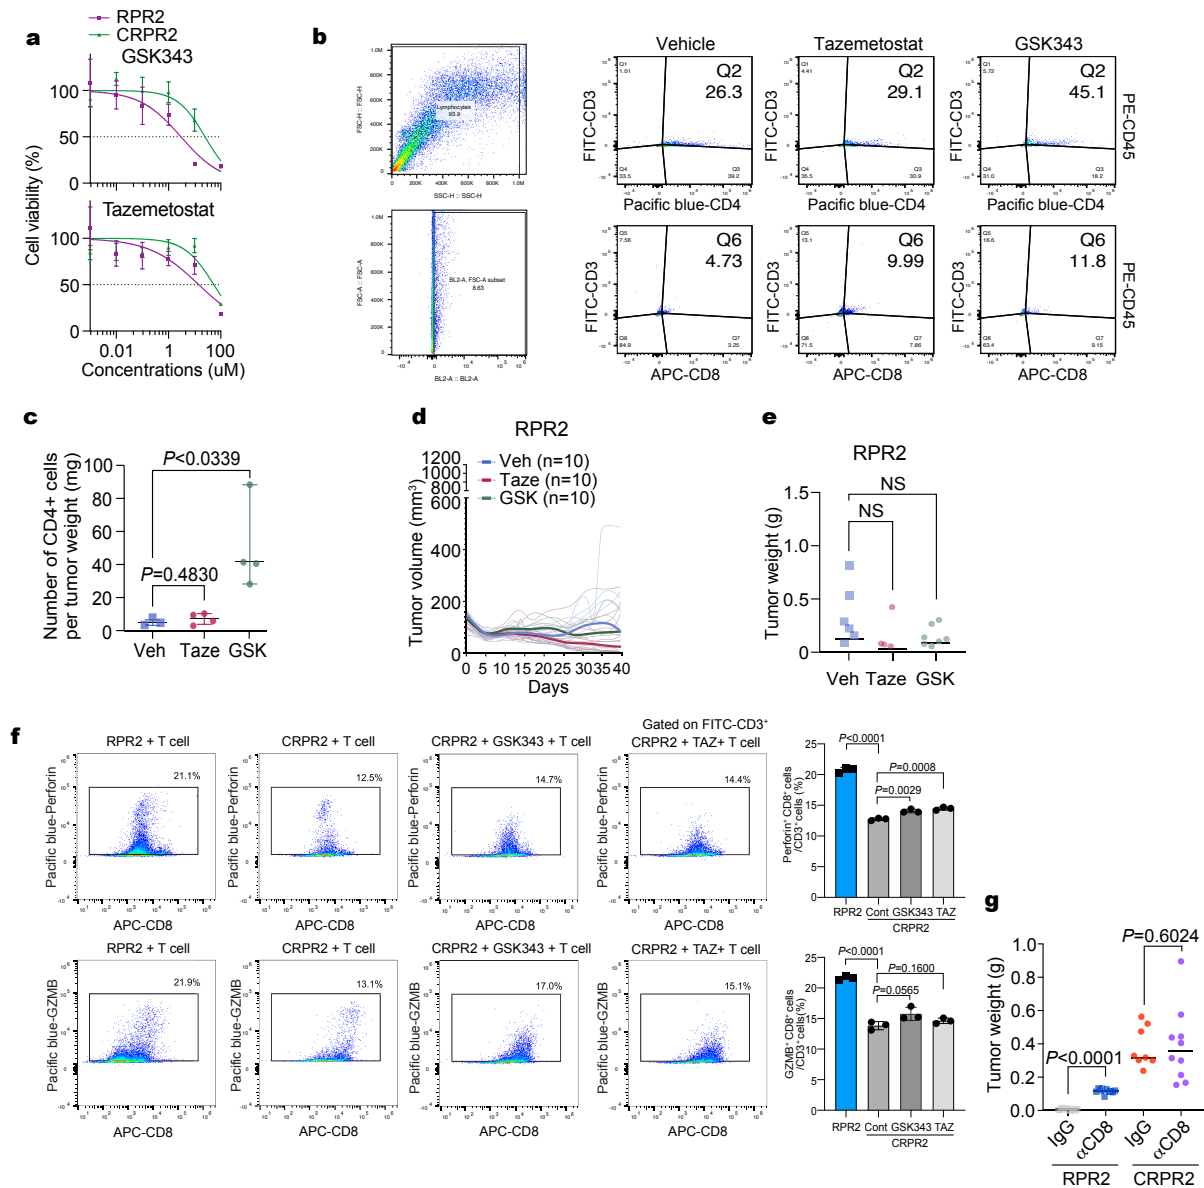

### Supplementary Figure 8. Impact of EZH2 blockade on SCLC tumorigenesis

- Cell viability assay of RPR2 and CRPR2 cell lines treated with EZH2 inhibitors, GSK343 and Tazemetostat. Cell viability was measured by Cell Counting Kit-8.
- Flow cytometry analysis using FlowJo to assess T cell populations in CRPR2 tumors treated with vehicle (Veh), Tazemetostat (Taze), or GSK343 (GSK). Representative plots show pacific blue-CD4 or APC-CD8 T cell populations within PE-CD45 and FITC-CD3 double-positive cells. Q2 and Q6 quadrants indicate the percentage of positive cells.
- Quantification of CD4<sup>+</sup> T cells per tumor weight in CRPR2 tumors treated with EZH2 inhibitors. The total number of CD4<sup>+</sup> T cells was quantified from freshly isolated tumors and normalized by tumor weight (mg) to account for tumor size differences.
- Tumor growth curves of RPR2 subcutaneous tumors in immunocompetent mice treated with vehicle (Veh), Tazemetostat (Taze; 200 mg/kg, oral gavage), or GSK343 (GSK; 20mg/kg, intraperitoneal), administered every other day (n=10 per group). Tumor volume was measured every other day.
- Tumor growth was subsequently assessed by measuring tumor weight. No statistical significance was observed; NS, not significant by Student's *t*-test ( $P \geq 0.05$ ).
- CD8<sup>+</sup> T cells were co-cultured with CRPR2 or RPR2 cells, and intracellular expression of Perforin and Granzyme B was assessed by flow cytometry. *P*-values are indicated.

**g.** Tumors were harvested and weighted at day 21 post subcutaneous injection. Each dot represents an individual tumor. C57BL/6 mice were subcutaneously injected with RPR2 or CRPR2 cells and treated with anti-CD8 antibody. Statistical significance was determined by Student's *t*-test. Source data are provided as a Source Data file.

Tazemetostat  
Treated vs. Untreated  $P_{adj} < 0.05$   
Up Down

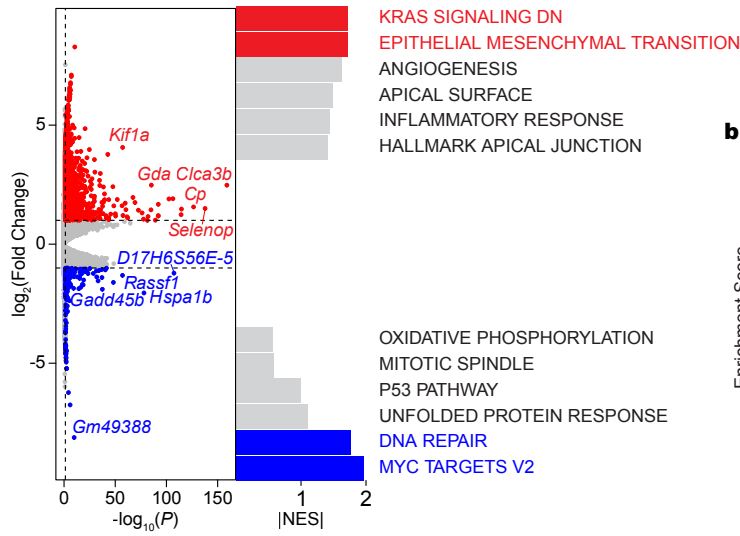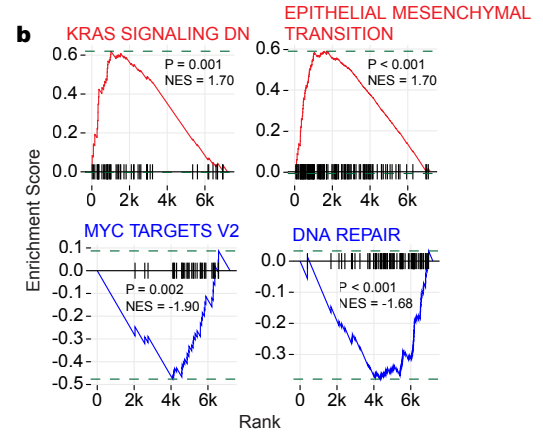

Tazemetostat  
Treated vs. Untreated  $P_{adj} < 0.05$   
Up Down

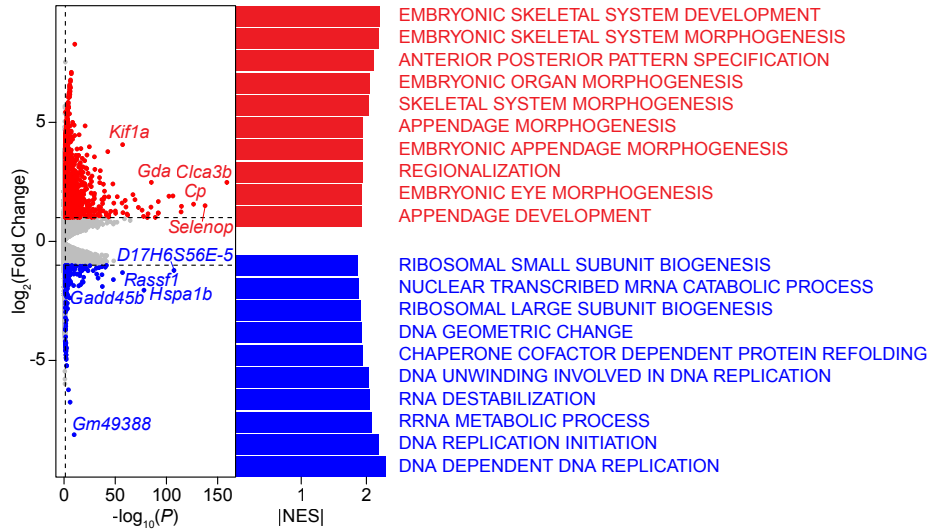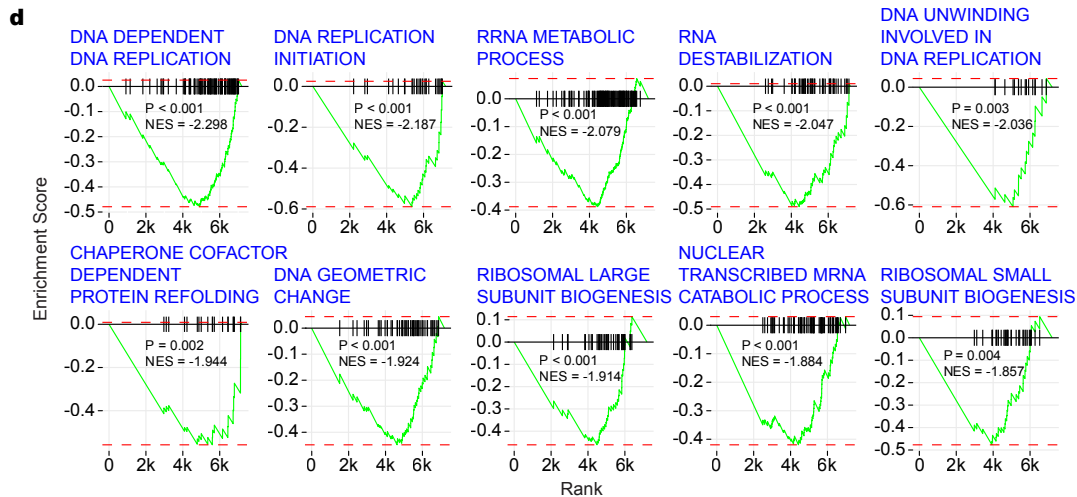

**Supplementary Figure 9. Gene expression and pathway enrichment analysis**

- a.** Volcano plot showing DEGs between Tazemetostat-treated and untreated CRPR2 organoids. Genes with adjusted  $P < 0.05$  are highlighted (red: upregulated, blue: downregulated). Enriched HALLMARK gene sets among up- or downregulated genes are shown as bar plots on the right.
- b.** GSEA plots for selected HALLMARK gene sets shown in (a). NES and  $P$ -values are indicated.
- c.** Volcano plot showing DEGs between Tazemetostat-treated and untreated CRPR2 organoids. Genes with adjusted  $P < 0.05$  are highlighted (red: upregulated, blue: downregulated). Enriched Gene Ontology (Biological Process) GOBP gene sets among up- or downregulated genes are shown as bar plots on the right.
- d.** GSEA plots for selected GOBP gene sets shown in (a). NES and  $P$ -values are indicated.

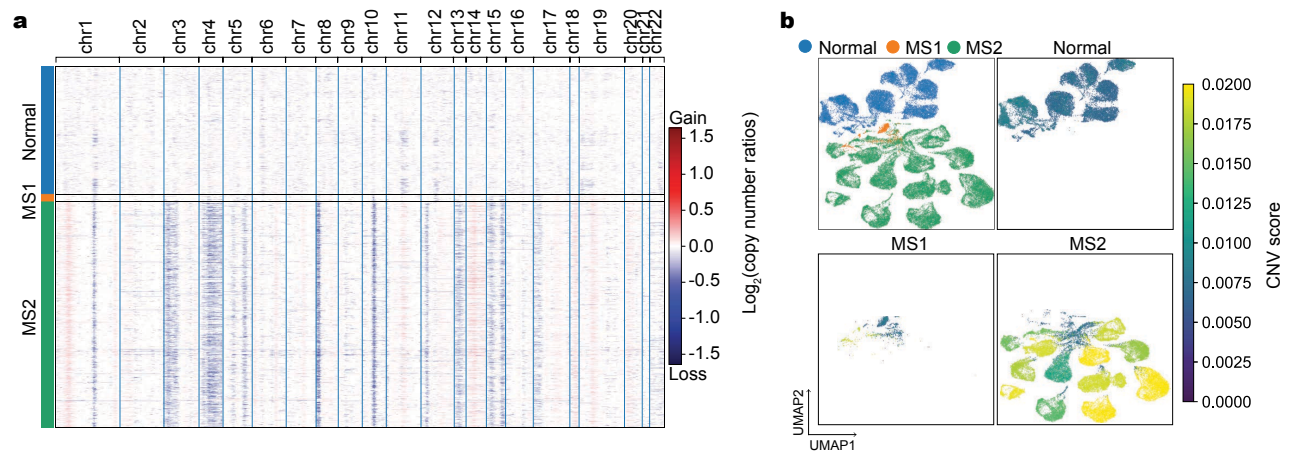

### Supplementary Figure 10. scRNA-seq analysis of the human SCLC tumor datasets

- a, b.** A copy number variation analysis of MS1 and MS2 tumors. Copy number variation plot showing the distribution of genomic alterations (gains and losses) in MS1 and MS2 tumors compared with healthy human lung samples (a). Copy number variation scores were projected into the UMAP of the scRNA-seq dataset from healthy human lung samples and MS1/2 samples (b).

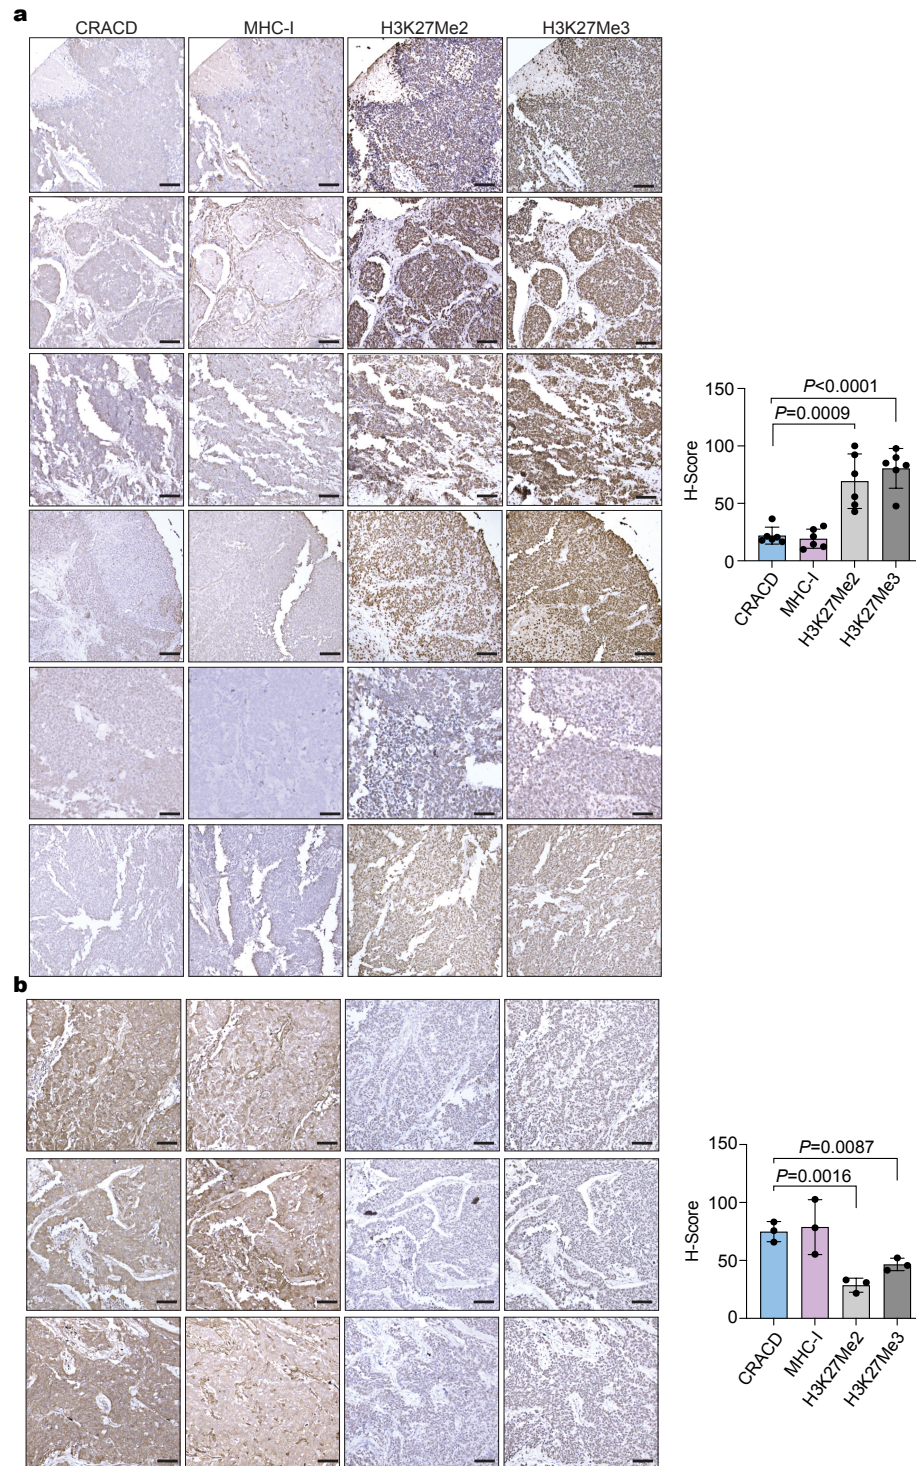

**Supplementary Figure 11.** Immunohistochemical staining in human SCLC tissues

**a, b.** Immunohistochemical staining of CRACD, MHC-I, H3K27Me2, and H3K27Me3 in human SCLC tissues. Tumor sections were grouped based on CRACD expression status, and corresponding changes in MHC-I and histone methylation marks were examined. Quantification was performed using H-score analysis. Statistical significance was assessed by Student's *t*-test. Data are presented as mean  $\pm$  SEM;  $P < 0.05$  was considered significant.

Source data are provided as a Source Data file.

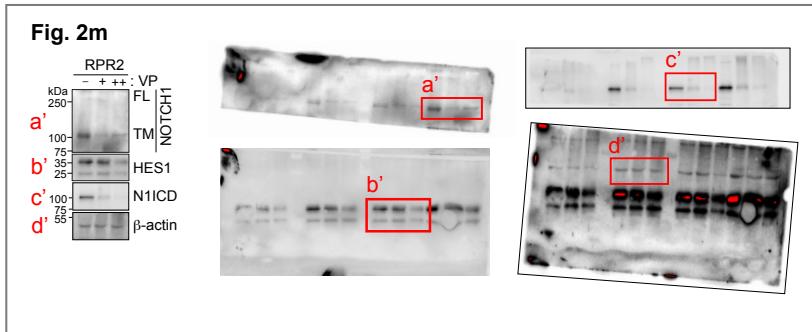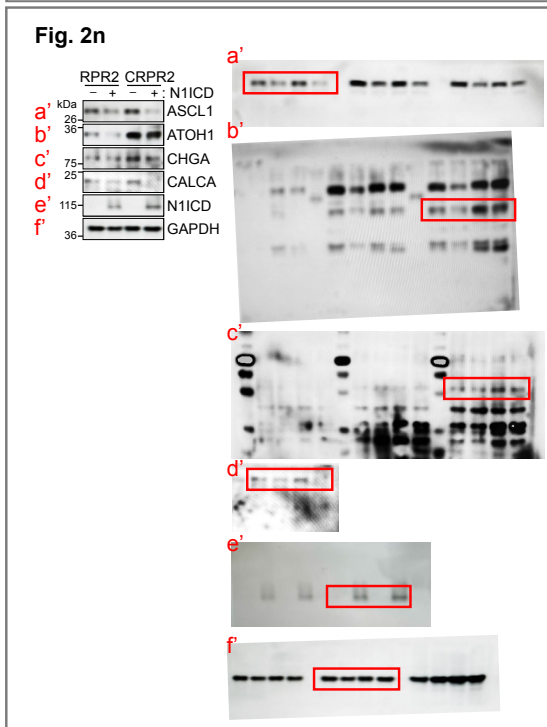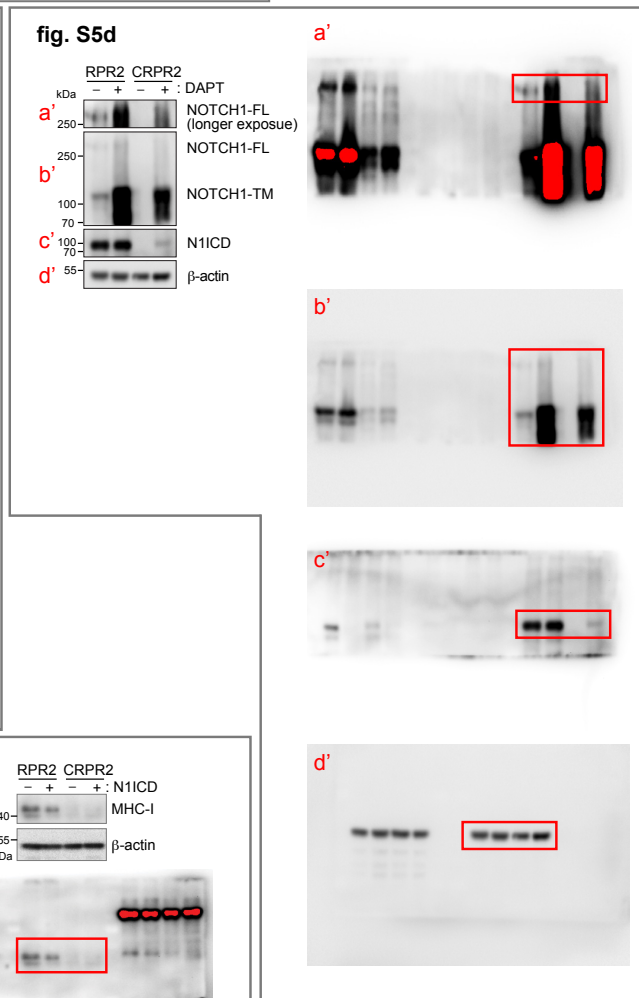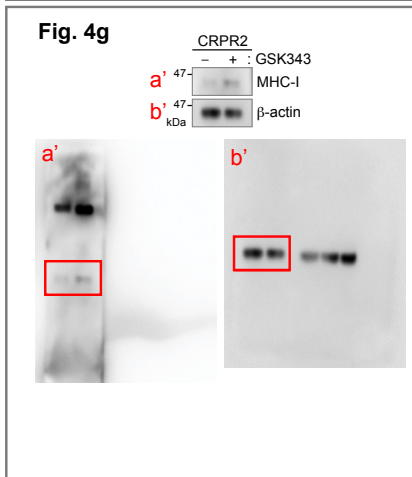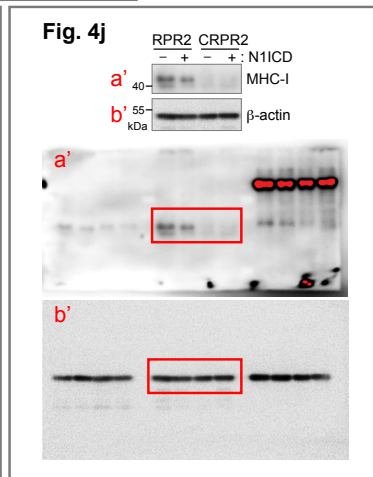

**Supplementary Figure 12. Uncropped immunoblot images**

### **Supplementary reference**

1. Kim B, Zhang S, Huang Y, Ko KP, Jung YS, Jang J, Zou G, Zhang J, Jun S, Kim KB, Park KS, Park JI. CRACD loss induces neuroendocrine cell plasticity of lung adenocarcinoma. *Cell Rep.* 2024;43(6):114286. Epub 20240525. doi: 10.1016/j.celrep.2024.114286. PubMed PMID: 38796854; PMCID: PMC11216895.

# Supplementary material for: Actin dysregulation induces neuroendocrine plasticity and immune evasion: a vulnerability of small cell lung cancer
**Source:** Nat Commun. 2025 Dec 6;17:386. doi: 10.1038/s41467-025-67078-9
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give <i>P</i> values as exact values whenever suitable.</i>                         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flow cytometry data were collected using Life Technologies Attune software. Images were captured using Axio Observer Z1M (Zeiss), Nikon confocal microscope, ECHO Revolve (ECHO), and Olympus IX73 (Olympus) microscopes. Image adjustment was performed using ZEN software (v3.0, blue edition, Zeiss). Sequencing data were generated using Illumina NovaSeq 6000 software (v1.5), and Xenium spatial transcriptomics data were obtained using the Xenium In Situ platform (10x Genomics).                                                                                                                                                                                                                                                                                                                                                                                                           |
| Data analysis   | Bulk RNA-seq data were analyzed using STAR (v2.7.10a), featureCounts (v2.0.6), and DESeq2 (v1.42.0). Single-cell RNA-seq data were processed and analyzed using Cell Ranger (v7.0.1, 10x Genomics), Seurat (v4.4.0), Scanpy (v1.9.3), scVeloc (v0.3.2), and Dynamo (v1.3.0). Cell-cell communication was analyzed using CellChat (v1.6.1). Gene set enrichment analyses were performed with fgsea (v1.28.0). CUT&RUN data were processed with Bowtie2 (v2.4.2), Picard (v3.2.0), Samtools (v1.3), Bedtools (v2.31.1), and deepTools (v3.5.5). Spatial transcriptomics data were analyzed using Seurat (v4.4.0) and Xenium Explorer (v3.0.0, 10x Genomics). Additional analyses were performed with pandas (v2.0.3), infercnvpy (v0.1.0), and PHATE (v1.0.11). Statistical analyses were performed using GraphPad Prism (v9.4.0, Dotmatics). No custom code was developed beyond the tools cited above. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Single-cell RNA-seq data have been deposited in the GEO database under accession number GSE218544, and CUT&RUN-seq data are available via GSE280263. Xenium spatial transcriptomics data generated in this study have been deposited in the GEO database under accession code GSE299069.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                 |
|--------------------------------------------------------------------|-----------------|
| Reporting on sex and gender                                        | Not applicable. |
| Reporting on race, ethnicity, or other socially relevant groupings | Not applicable. |
| Population characteristics                                         | Not applicable. |
| Recruitment                                                        | Not applicable. |
| Ethics oversight                                                   | Not applicable. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes for animal experiments and in vitro assays were chosen based on previously published studies of SCLC GEMMs and standard practices in the field, without statistical methods to predetermine sample size. The number of biological replicates per group is specified in the figure legends and was sufficient to ensure reproducibility. |
| Data exclusions | No data were excluded from the analyses. All collected data that passed quality control were included in the study.                                                                                                                                                                                                                                  |
| Replication     | All experiments presented in this study were performed using at least three biological replicates, unless otherwise stated. Xenium spatial transcriptomics experiments were conducted using two independent tumor samples per condition, and yielded consistent results. All presented findings were reproducible across biological replicates.      |
| Randomization   | Mice were randomly assigned to experimental groups to minimize selection bias. For in vitro assays, randomization was not relevant to the study design.                                                                                                                                                                                              |
| Blinding        | Investigators were not blinded during data collection or analysis. Given the objective and quantitative nature of the data, blinding was not deemed necessary.                                                                                                                                                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

KIAA1211/CRACD Atlas Antibodies HPA043249  
 ATOH1 Proteintech 21215-1-AP  
 MKi67 abcam ab16667  
 Phalloidin Cell Signaling Technology #13054  
 Chromogranin A abcam ab15160  
 ASCL1 Cell Signaling Technology #55467  
 ASCL1 abcam ab211327  
 CALCA Cell Signaling Technology #14959  
 Notch1 Cell Signaling Technology #3608  
 Cleaved Notch1 Cell Signaling Technology #4147  
 HES1 Cell Signaling Technology #11988  
 MHC Class I Cell Signaling Technology #35923  
 MHC Class I Cell Signaling Technology #76828  
 Cd8 Cell Signaling Technology #98941  
 Cd3 Cell Signaling Technology #99940  
 Cleaved caspase-3 Cell Signaling Technology #9664S  
 H3K27ac Cell Signaling Technology #8173  
 H3K27me2 Cell Signaling Technology #9728  
 H3K27me3 Cell Signaling Technology #9733  
 EZH2 Cell Signaling Technology #5246  
 YAP Cell Signaling Technology #14074  
 Pacific Blue anti-mouse CD4 Biolegend 116008  
 PE anti-mouse CD45 Biolegend 103106  
 FITC anti-mouse CD3 Biolegend 100306  
 APC anti-mouse CD8a Biolegend 100712  
 Alexa Fluor 647 goat anti-rabbit IgG Invitrogen A-21245  
 Alexa Fluor® 488 goat anti-rabbit IgG (H+L) Invitrogen A-11008  
 Goat anti-rabbit IgG HRP-linked Invitrogen A-11034  
 Goat anti-mouse IgG HRP-linked Fisher Scientific 31430  
 GAPDH Cell Signaling Technology #2119  
 b-actin Proteintech 66009-1-Ig  
 Tubulin Cell Signaling Technology #2144  
 The amount/dilution information for all antibodies has been included in the Supplementary table file.

## Validation

All antibodies are well-recognized clones in the field and validated by the manufacturers.

## Eukaryotic cell lines

## Policy information about cell lines and Sex and Gender in Research

## Cell line source(s)

Mouse SCLC cell lines (RPR2 and CRPR2; Mus musculus, male and female) were established from genetically engineered mouse models (GEMMs) as described in the Methods section. Human SCLC cell line (NCI-H2081; Homo sapiens, female; ATCC CRL-5920) and embryonic kidney cell line (HEK293T; Homo sapiens, female; ATCC CRL-3216) were obtained from the American Type Culture Collection (ATCC).

## Authentication

Human cell lines were authenticated by short tandem repeat (STR) profiling by ATCC prior to use. Murine lines (RPR2 and CRPR2) were confirmed by genotyping and morphological verification.

## Mycoplasma contamination

Cell lines have been routinely tested and confirmed negative for mycoplasma contamination

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines listed in the ICLAC register were used in this study.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6 mice were purchased from the Jackson Laboratory. Both male and female mice were used at the ages of 10 week old.                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Wild animals            | This study did not use wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Reporting on sex        | Both male and female mice were used.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Field-collected samples | This study did not involve any field-collected samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Ethics oversight        | All mice were maintained in compliance with the guidelines of the Institutional Animal Care and Use Committee of the University of Texas MD Anderson Cancer Center and the University of Virginia School of Medicine. All animal procedures were performed based on the guidelines of the Association for the Assessment and Accreditation of Laboratory Animal Care and institutional (MD Anderson and the University of Virginia) approved protocols (protocol number 00002414-RN00 and 3967). This study was compliant with all relevant ethical regulations regarding animal research. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                               |
|-----------------------|-------------------------------------------------------------------------------|
| Seed stocks           | Not applicable. This study did not involve plants or plant-derived materials. |
| Novel plant genotypes | Not applicable.                                                               |
| Authentication        | Not applicable.                                                               |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                             |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Details are described in the method section.                                                                                                                                                                                                                                                |
| Instrument                | Flow cytometry data were acquired using an Attune NxT Flow Cytometer (Thermo Fisher Scientific).                                                                                                                                                                                            |
| Software                  | Data were collected using Attune NxT software (Thermo Fisher Scientific) and analyzed using FlowJo software (version 10, BD Biosciences).                                                                                                                                                   |
| Cell population abundance | Cell populations were gated based on CD45+ expression.                                                                                                                                                                                                                                      |
| Gating strategy           | Sequential gating was applied using FSC/SSC to exclude debris and doublets, followed by CD45+ selection for immune populations. CD3+ T cells were subsequently separated into CD4+ and CD8+ subsets. Representative gating strategy and cut-off values are shown in Supplementary Figure 8. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

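Lung sections of RPR2 and CRPR2 mice, 1 of each, were measured by Xenium In Situ. The authors deposited, for each section, a matrix of transcript counts per gene and segmented cell, as whole numbers without normalization, made by the Xenium software from the images, with cells segmented by nuclear expansion. The authors clustered cells with the graph-based clustering of Xenium Explorer, whose labels were not used here. The matrices list 541 features. The 479 gene features were used, and the control features served only as a measure of background (2.75 CPM per negative control probe in RPR2 and 2.29 CPM in CRPR2 on average, and at most 9.93 and 8.43 CPM). Cell positions, images, the scRNA-seq samples of the series and the other experiments of the paper were not used here. Both sections carry replicate number 1.

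The RPR2 section had 154818 cells and 16313950 gene transcripts, and the CRPR2 section 342845 cells and 37348565. Between the first and the last quartile, cells had 70 to 134 transcripts in RPR2 and 71 to 137 in CRPR2. Cells with fewer than 20 transcripts were left out (1903 in RPR2 and 2236 in CRPR2). No doublet caller was run, and cells were taken as segmented.

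Counts were scaled to the median total, put on a log(1 + count) scale and reduced to 30 principal components. An exact graph of 15 nearest neighbors, weighted by shared neighbors, was clustered with the Leiden algorithm (modularity, 2 iterations, seed 1) at resolutions of 0.5, 1, 1.5, 2, 3 and 4. The resolution kept was the one whose number of clusters with at least 20 cells came nearest to 33, and the lower one where resolutions were tied. The class clustering left out 10 genes, among them *Mki67*, *Top2a*, *Pclaf*, *Hes1*, *Hey1*, *Hey2*, *Ezh2*, *Ccn1* and *Ccn2*, and was kept at a resolution of 2, with 33 clusters. The composition clustering used all genes and was kept at a resolution of 1.5, with 29 clusters, tied with a resolution of 2, which gave 37. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9 were used.

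Clusters were named from lists of markers for 13 classes, fixed before the data were examined. A cluster took the name of the class with the most markers among its 10 leading genes by CPM over the median of the clusters (10 CPM added to each), where at least 3 markers of that class were raised 2-fold. Further rules were set after the clusters had been looked at. A cluster stayed unnamed where, over the mean of the other clusters, another class had at least 2 markers among the leading genes and more than the named class, or where a larger share of the NE markers than of its own markers was raised. The rules left 3 clusters with raised NE markers unnamed (clusters 7, 23 and 24; cluster 7 would otherwise have been airway-like, and the others NE-like), which held 1.77% of RPR2 cells and 11.1% of CRPR2 cells. They kept 2 NE-like clusters (6 and 29) that had no NE marker among their leading genes over that mean, which held 1.50% and 9.58% of cells. The NE-like share, the cluster measures, the cycling share of NE-like cells and the ratios of the genes named in the closing part were computed with the unnamed clusters counted as NE-like and without clusters 6 and 29. The T cell share among cells that are not NE-like was computed without the unnamed clusters only. The results had been seen once under the alternatives before the rule that left cluster 7 unnamed was set.

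With 1 section per genotype, no test was run, no p-value or standard error was computed from cells, and changed genes were not counted. Shares have exact Clopper-Pearson intervals and transcript sums exact Poisson intervals, at 95%, and their ratios exact conditional intervals. The interval of the effective number of clusters comes from 100 multinomial redraws of the counts. All of these intervals cover counting error only, not the variation between mice. To compare shares of cells with a transcript, each cell was thinned to 50 transcripts by a seeded draw without replacement, which left out 15856 RPR2 cells and 34059 CRPR2 cells. Levels are CPM of gene transcripts summed over the cells of a class.

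Genes named at a claim are those that the paper names for Xenium and those of the cycling call. The closing part names the panel genes for which the paper gives a difference between RPR2 and CRPR2 by another method, and the 5 genes with the largest ratio each way in NE-like cells among genes with at least 100 CPM in one section. This rule was set before the data were examined.

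The alternatives set before the data were examined were a minimum of 10 or 50 transcripts per cell, thinning to 30 or 100 transcripts or none, positivity at 2 transcripts and *Pclaf* as a further cycling gene. For the NE-like class they were cells with at least 2 transcripts of NE markers and the NE-like clusters of the composition clustering. For the clusters they were 0.5 times and 2 times the resolution, 15 principal components, each section clustered by itself, with and without drawing the CRPR2 NE-like cells down to the number in RPR2, all NE-like cells of each section, the inverse Simpson index, and minimum shares of 0.5% and 5%. The NE-like class with and without the clusters named above, further draws of cells, a single resolution in the drawn-down comparison, the tied resolution, the gene ratios under these classes, and the shares of cells that are not NE-like without clusters 7, 23 and 24 were added after seeing the data. Some results set out before the data were examined are not reported here.

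The computation of ratios and clusters was tested on simulated data. For the ratio of CRPR2 over RPR2 in NE-like cells, counts of 478 genes were drawn with 200 genes changed by known folds: 94.1% of the intervals held the true ratio and 99.5% of the changed genes had the right direction. These counts were Poisson draws, as the intervals assume, so the test checks the computation only. Direction was scored after the known shift in the total was taken out, which was not done for the data. For the clustering, 10 of 10 simulated groups were found among 5000 cells (adjusted Rand index, 0.869). That clustering was run at a resolution of 1, not at the resolutions kept for the data, so it does not check the cluster numbers given here.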

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

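The paper does not analyse the ratio between the sections of each panel gene in NE-like cells. Of 289 genes with at least 100 CPM in NE-like cells of a section, the median log2 ratio of CRPR2 over RPR2 was 0.031. The 5 genes with the largest ratio each way among these are given, by a rule set before the data were examined. The limit of 100 CPM by itself lies above the highest negative control probe (9.93 CPM).

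The genes with the largest ratio towards RPR2 were *Reg3g* (1519 CPM in RPR2 and 138 CPM in CRPR2; log2 ratio, -3.46), *Upk1b* (285 and 39.0 CPM; -2.87), *Satb1* (780 and 119 CPM; -2.71), *Ccdc153* (349.9 and 72.7 CPM; -2.27) and *Serpinb11* (309 and 65.1 CPM; -2.25). Towards CRPR2 they were *Muc3a* (74.6 and 301 CPM; 2.01), *Mgll* (124 and 437 CPM; 1.81), *Gfap* (30.0 and 102 CPM; 1.76), *Rgs5* (151 and 477 CPM; 1.66) and *Retnla* (255 and 787 CPM; 1.62). With the class changed after seeing the data, each of these genes kept its direction. Without NE-like clusters 6 and 29, which had no NE marker in the lead over the mean of the other clusters, the log2 ratios moved most for *Upk1b* (-1.87), *Ccdc153* (-1.88) and *Serpinb11* (-1.92), and *Reg3g* was at -3.23. In RPR2, *Reg3g* and *Ccdc153* were highest among NE-like clusters in cluster 6 (6435 and 1485 CPM). With the 3 unnamed clusters with raised NE markers, they moved most for *Mgll* (0.75) and *Rgs5* (1.17). There is 1 section per genotype, so none of these ratios has a replicate check.

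A technical explanation is that transcripts of neighboring cells were assigned to NE-like cells. Several of the genes were much higher in another cluster than in NE-like cells: *Reg3g* reached 27479 CPM in an airway-like cluster, *Ccdc153* 31135 CPM in another airway-like cluster, *Satb1* 9102 CPM in the T cell-like cluster and *Retnla* 27476 CPM in an airway-like cluster. In the cells that were not NE-like, *Rgs5* and *Retnla* had log2 ratios of 1.72 and 1.69, near those in NE-like cells, and *Upk1b* had the opposite direction (1.05). *Serpinb11* was lower in the other cells (23.5 CPM in RPR2 and 33.8 CPM in CRPR2) than in NE-like cells, as was *Muc3a* (29.6 and 51.2 CPM). The test written down for this explanation was a median below 0 over the markers of other classes in NE-like cells, since cells of other classes take up a larger share of the RPR2 section. The median log2 ratio over 59 markers was 0.12, with quartiles of -0.33 and 0.39 and 24 of the markers below 0. Markers thus went both ways, and spill-over of transcripts cannot be told apart from a change within NE-like cells for these genes.

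Depth differed little between the sections (medians of 102 and 98 transcripts per NE-like cell). Differences in slide position, tissue handling or section between the genotypes cannot be told apart from the genotype itself. An effect of *Cracd* KO stays open and was not tested.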

How the results depend on the processing

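The alternatives on clusters kept out of or kept in the NE-like class, the second and the third draw of cells, the drawn-down comparison at a single resolution and the tied resolution were chosen only after the results had been seen. Of 48 alternatives set before the data were examined, 26 left the value within its counting interval (or a count within 1.5 times), 19 moved it and 3 reversed its direction. Of 20 added alternatives, the numbers were 5, 13 and 2. Values below are log2 ratios of CRPR2 over RPR2. The cause was not tested unless stated.

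With NE-like cells called by 2 transcripts of NE markers, the NE-like share was at 1.86, the effective number of clusters was reversed (-0.29), the clusters with at least 1% of NE-like cells numbered 10 in each section (0) and the cycling share of NE-like cells was at 0.95. With NE-like clusters of the clustering on all panel genes, the NE-like share was at 2.57. With the 3 mixed clusters, the effective number was at 0.013, the clusters with at least 1% at -0.15 (10 and 9) and the cycling share of NE-like cells at 0.29. Without the 2 NE-like clusters led by no NE marker, the NE-like share was at 2.48 and the effective number at 0.22. With at least 50 transcripts per cell, the effective number was at 0.24.

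With double the resolution, the effective number was at 0.089 and the clusters with at least 1% at -0.14 (11 and 10). With the resolution that tied with the one kept, the effective number was at 0.13. With each section clustered by itself, the effective number and the clusters with at least 1% were at 1.64 and 1.74 (3 and 10). With CRPR2 NE-like cells drawn down as well, the effective number was reversed (-0.78) and the clusters with at least 1% were at 0 (3 and 3). In the second draw they were at -0.74, reversed, and 0.42 (3 and 4), and in the third at -0.041, reversed, and 0.74 (3 and 5). With a single resolution in both sections they were at 0.055 and 0.74 (3 and 5), in the second draw at 0.17 and 1 (3 and 6), and in the third at 0.0031 and 0.74 (3 and 5). With 15 principal components the effective number was reversed (-0.062), and as the inverse Simpson index it was at 0.37. Over the 19 alternatives, the effective number lay between -0.78 and 1.64.

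For the cycling share of all cells, thinning to 30 transcripts gave 2.52, thinning to 100 transcripts 2.33, no thinning 2.41, positivity at 2 transcripts 2.67, and *Pclaf* as a further gene 1.97. The minimum of 10 or 50 transcripts per cell cannot move this share, since thinning leaves out cells with fewer than 50. For the cycling share of NE-like cells, thinning to 100 transcripts gave 0.21, positivity at 2 transcripts 0.32 and *Pclaf* 0.20.

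The NE-like share and the cycling shares kept their direction under every alternative run. The share of cells with a T cell transcript lay between -0.75 and -0.66 under its 6 alternatives, each within the counting interval. No paired analysis was possible because each genotype has replicate 1 only. None of the counting intervals covers the variation between mice. Counts limit the comparison among NE-like cells with no transcript of a marker of another class, with 323 such cells in RPR2.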

Differences from the paper's values

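The alternatives on clusters kept in or out of the NE-like class and on the drawn-down comparison, the tied resolution, and the clustering of the CRPR2 section by itself at resolutions of 3 and 4, were chosen only after the data had been seen.

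The paper gives 15 to 20 clusters in each CRPR2 nodule, the paper's values. Here, 6 clusters held at least 1% of NE-like cells in the CRPR2 section. The paper's number is per tumor, over the clusters of that tumor, and the number here is over all 206056 NE-like cells of the section, with clusters and class rebuilt, so no direction is given. Against the paper's 15, of the alternatives set before the data were examined, the class of cells with 2 transcripts of NE markers, double the resolution and each section clustered by itself (10 clusters in each case) come within 1.5 times. The others do not: 15 principal components (9), a minimum of 10 or 50 transcripts per cell (6), the NE-like clusters of the clustering on all panel genes (6), a minimum share of 0.5% (6) or 5% (5), 0.5 times the resolution (4), and CRPR2 NE-like cells drawn down (3). Against the paper's 20, none of these alternatives comes within 1.5 times, and 10 is the highest value. Of the alternatives added after seeing the data, the CRPR2 section clustered by itself at a resolution of 4 gave 16 clusters, within 1.5 times of both 15 and 20, and 9 clusters held at least 1% of NE-like cells in the RPR2 section by itself at that resolution. At a resolution of 3 the sections by themselves gave 13 clusters in CRPR2, within 1.5 times of 15 but not of 20, and 6 in RPR2. The other added alternatives gave 4 to 9 clusters in CRPR2, within 1.5 times of neither. For RPR2 tumors the paper gives 4 to 7 clusters, and the main value here was 6. The alternatives set before the data were examined that come nearest to the paper for CRPR2 lie outside that range for RPR2, at 10 (2 transcripts of NE markers), 11 (double the resolution) and 3 (each section clustered by itself).

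The paper states that CRPR2 tumors have a more complex cluster composition than RPR2 tumors. Over all NE-like cells of a section, the effective number of clusters was 4.89 in RPR2 and 5.50 in CRPR2, while the number of clusters with at least 1% of NE-like cells was 6 in both.

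The paper states that NE clusters had the highest mitotic index in both genotypes. In the clustering without the cycling genes, the 7 NE-like clusters lay above every cluster of another named class. In the clustering on all panel genes, an unnamed cluster was highest, with 95.1% of its cells cycling in RPR2 and 94.9% in CRPR2. It held 1334 cells and had *Mki67* and *Top2a*, the genes of the call, among its leading genes. Next came an NE-like cluster of 47161 cells, also with these genes in the lead, at 86.4% in RPR2 and 87.0% in CRPR2, above every remaining cluster.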

Other observations

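The test of T cell transcripts among cells that are not NE-like was chosen only after its result had been seen, as were the further draws of cells, the comparison at a single resolution and the values with or without the unnamed clusters with raised NE markers and clusters 6 and 29.

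More clusters among NE-like cells of CRPR2 than of RPR2, by the effective number, may come from the larger number of NE-like cells that were clustered. With each section clustered by itself and equal numbers of NE-like cells, the log2 ratio was -0.78, and in the further draws -0.74 and -0.041, at or below 0 as this explanation asks. At a single resolution in both sections it was 0.055 (0.029 to 0.086) and, in the further draws, 0.17 (0.14 to 0.20) and 0.0031 (-0.025 to 0.039). Across the resolutions tried, the order of the sections changed: at 3, the effective number was 5.38 in RPR2 and between 3.16 and 3.44 in the draws from CRPR2, and at 0.5 it was 1.09 in RPR2 and between 1.58 and 1.61 in CRPR2. The tables go both ways, so the number of cells cannot be told apart from a difference between the sections.

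A second technical explanation for that pattern is transcripts of neighboring cells assigned to NE-like cells. Among NE-like cells with no transcript of a marker of another class (323 in RPR2 and 2613 in CRPR2), the log2 ratio was -0.096 (-0.22 to 0.11). The interval spans 0 and the cells are few, so this could not be decided. Whether *Cracd* KO itself changes the number of clusters was not tested, since there is 1 section per genotype.

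The lower share of cells with a T cell transcript in CRPR2 may come from the larger share of NE-like cells in that section. Among cells that are not NE-like, the log2 ratio was 0.34 (0.29 to 0.39), with 4.18% of such cells in RPR2 and 5.28% in CRPR2. Without the 3 unnamed clusters with raised NE markers it was 0.67. At the share of NE-like cells of RPR2, the CRPR2 section would have had 4.76% of cells with a T cell transcript. Neither outcome written down occurred: the shares did not lie within their counting intervals of each other, and they did not differ in the direction seen over all cells. The lower share over all cells was thus not seen among cells that are not NE-like. Nor was it seen at the NE-like share of RPR2 (4.76%, against 3.78% in RPR2). These values go with the larger share of NE-like cells as the source of the lower share over all cells. The share of NE-like cells goes with the genotype here and cell positions were not used, so a difference in T cells within tumors stays open.

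Transcripts that mark cycling cells were more frequent in endothelial-like cells of the CRPR2 section than of the RPR2 section: 0.811% of endothelial-like cells in RPR2 and 6.08% in CRPR2 were called cycling. No explanation for this was tested.

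For some panel genes the paper gives a difference between RPR2 and CRPR2 tumors or cells by another method. In NE-like cells, the log2 ratios of CRPR2 over RPR2 were -0.39 (-0.41 to -0.37) for *Chga*, whose protein the paper reports as higher in CRPR2 cells and which is one of the NE markers that define the class, and 0.038 (-0.013 to 0.089) for *Hes1*, whose protein it reports as lower in CRPR2 tumors. In cells that are not NE-like, *Hes1* was at -0.083. *Ezh2* was at 0.34 in NE-like cells and 1.63 in the others. The other cells include the 3 unnamed clusters with raised NE markers, and without these *Hes1* was at -0.63, *Ezh2* at 1.02, *Itgam* at 1.27, *Pdcd1* at 2.47, *Tff1* at 0.30 and *Ctla2a* at -0.36. *Itgam*, which the paper reports as higher in CRPR2, was at 0.99 (0.94 to 1.03) in cells that are not NE-like, and *Pdcd1* (*Pd-1*), whose expression it reports as unaffected, at 2.08 (1.96 to 2.20). Ratios over cells that are not NE-like pool classes whose shares differed between the sections. Of 136632 such cells in RPR2 and 134553 in CRPR2, 1656 and 4346 were T cell-like and 43262 and 23058 endothelial-like. Myeloid-like cells numbered 5128 and 13180. A shift in make-up thus cannot be told apart from a change in level within a class. For *Tff1* and *Ctla2a*, which the paper reports as higher in regulatory T cells of CRPR2, these pooled ratios were 0.16 (-0.18 to 0.50) and -0.57. Regulatory T cells were not told apart. *Tff1*, at 9.43 and 10.5 CPM, was near the level of the highest negative control probe (9.93 and 8.43 CPM). In NE-like cells the counting intervals of *Itgam* (0.36), *Pdcd1* (0.40) and *Tff1* (0.56) span 0, and *Ctla2a* was at 1.24 (1.02 to 1.48). With the 3 clusters counted as NE-like, *Ctla2a* was at 0.10 and *Itgam* at -0.022, and without clusters 6 and 29 the interval of *Itgam* (0.52) lay above 0.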
